# Cordycepin‐induced unfolded protein response‐dependent cell death, and AKT/MAPK‐mediated drug resistance in mouse testicular tumor cells

**DOI:** 10.1002/cam4.2285

**Published:** 2019-05-30

**Authors:** Ming‐Min Chang, Bo‐Syong Pan, Chia‐Yih Wang, Bu‐Miin Huang

**Keywords:** cordycepin, drug resistance, MA‐10 mouse Leydig tumor cell, PERK‐eIF2α/IRE1‐XBP1 pathways, testicular cancer, unfolded protein response

## Abstract

Testicular cancer is the most commonly diagnosed cancer in men at 15‐44 years of age, and radical orchidectomy combined with chemotherapy is currently considered as the standard treatment. However, drugs resistance and side effects that impact the quality of life for patients with testicular cancer have not been markedly improved in recent decades. In this study, we characterized the pharmacological exacerbation of the unfolded protein response (UPR), which is an effective approach to kill testicular cancer cells, by carrying out a clustering analysis of mRNA expression profiles and the immunobloting examination of cordycepin‐treated MA‐10 cells. The UPR is executed in response to endoplasmic reticulum stress to complement by an apoptotic response if the defect cannot be resolved. Results showed that cordycepin significantly modulated FoxO/P15/P27, PERK‐eIF2α (apoptotic), and the IRE1‐XBP1 (adaptive) UPR pathways. Interestingly, a fraction of MA‐10 cells survived after cordycepin treatment, the AKT, LC3 I/II, and MAPK signaling pathways were highly induced in attached cells as compared to the suspended cells, illustrating the drug resistance to cordycepin via activating AKT and MAPK pathways in MA‐10 cells. In summary, PERK‐eIF2α signaling pathway is required for pro‐apoptotic UPR in MA‐10 cell death following cordycepin treatment, suggesting a potential therapeutic application in treating testicular cancer. However, activation of AKT and MAPK pathways could possibly result in drug resistance to cordycepin in MA‐10 cells.

## 1 INTRODUCTION

Testicular cancer, including germ cell, Sertoli cell, and Leydig cell tumors, is one of the most common solid tumors in men between 15 and 44 years of age with about 9310 new cases found in the United States annually.^1^, ^2^ Chemotherapy with or without surgery and/or radiotherapy combination is an important therapeutic strategy for testicular cancers.^3^, ^4^ However, the clinical applications of chemotherapy are limited because of severe side effects, such as cardiovascular diseases and respiratory infections, which lead to a 6% increased risks of noncancer death in long‐term testicular cancer survivors after treatments with chemotherapy and/or radiotherapy.^5^, ^6^ This necessitates the discovery and development of new chemotherapeutic agents that effectively inhibit testicular cancer with minimized off‐target side effects.

The endoplasmic reticulum (ER) is a multifunctional organelle responsible for the synthesis, proper folding and assembly of newly synthesized exportable proteins, lipid and sterol biosynthesis, carbohydrate metabolism, and free calcium storage.^7^, ^8^ ER homeostasis can be disrupted by physiological and pathological stimuli resulting an accumulation of unfolded or misfolded proteins, a condition known as ER stress.^8^, ^9^ ER stress then subsequently triggers the unfolded protein response (UPR), a complex intracellular signal transduction pathway, to increase the protein folding capacity and decrease unfolded protein load.^8^, ^9^, ^10^ In response to the environmental and genetic stresses, the UPR and autophagy are important mechanisms involved in the regulation of cellular stress responses, and both of them are interconnected.^10^, ^11^ Many studies have focused on the UPR and autophagy as novel therapeutic targets for cancers because of the difference of metabolic mechanism and dependence on stress responses between normal and malignant cells.^12^, ^13^, ^14^ ER stress induces UPR by activating three master sensors located in the ER membrane: double‐stranded RNA‐activated protein kinase (PKR)‐like ER kinase (PERK), activating transcription factor 6 (ATF6), and inositol‐requiring enzyme 1 (IRE1).^15^, ^16^, ^17^ First, activation of PERK could result in the phosphorylation of eukaryotic translation initiation factor‐2a and translation of the transcription factor ATF4, resulting in blocking protein translation and reducing the protein burden within the ER, cell cycle arrest, and thereby preventing further damage to the cells. Second, ATF6, after cleavage in the Golgi, translocates to the nucleus and activates the transcription of genes involved in protein folding, processing, and degradation, such as ATF4, CHOP, and x‐box‐binding protein (XBP1). Third, IRE1‐α mediates splicing of XBP1 increases transcription of ER‐resident chaperones of the protein degradation machinery.^15^, ^16^, ^17^

Cordycepin (3’‐deoxyadenosine; C_10_H_13_N_5_O_3_) (Figure 1A), a major bioactive compound of *Cordyceps sinensis*, has a wide range of biological effects regulating steroidogenesis, inflammation, and platelet aggregation.^18^, ^19^, ^20^, ^21^ Besides, studies have shown that cordycepin exerts a large variety of antitumor abilities.^22^, ^23^ However, it is rare on the investigation of antitumor effect of cordycepin on testicular tumor. Previously, we have reported that cordycepin could induce MA‐10 cell apoptosis by activating p38 MAPKs and inhibiting PI3K/AKT signaling pathways.^24^ However, the downstream signaling consequence of cordycepin‐induced p38 activation still needs to be further revealed. Moreover, in the present study, we found that some cells survive after cordycepin treatments, indicating that there were different populations in MA‐10 cells, some of them were resistance to cordycepin. Drug resistance has been demonstrated in numerous tumor treatments, and several different mechanisms have been investigated and revealed.^25^ However, the possible mechanisms related to cordycepin‐induced drug resistance in MA‐10 cells remain elusive, which is also investigated in this study.

**Figure 1:**
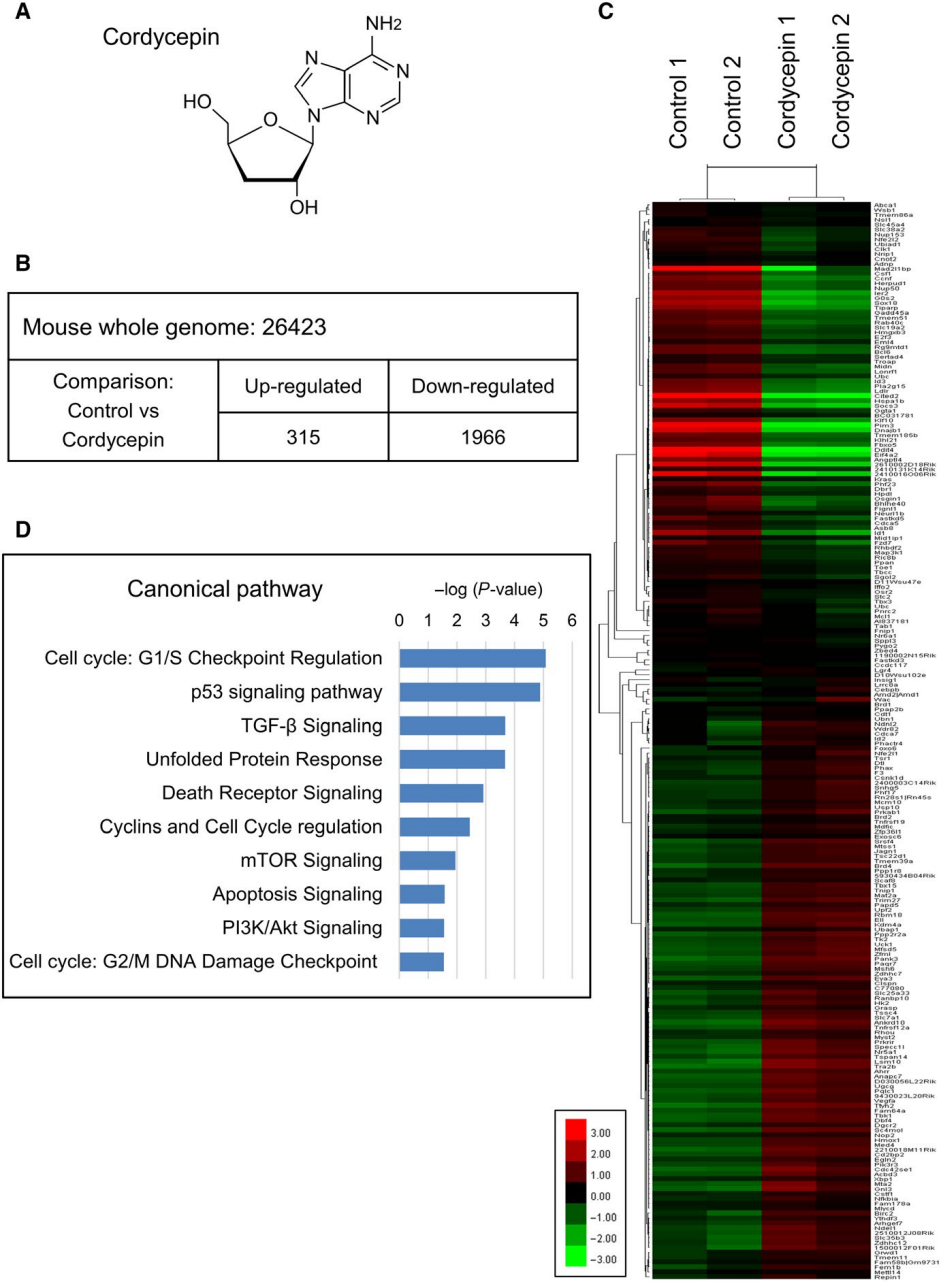
Gene ontology analysis for cordycepin regulated genes in MA‐10 cells. Microarray analysis of MA‐10 cell gene expression in response to 100 μmol/L cordycepin treatment for 3 h. A, The chemical structure of Cordycepin. B, The numbers of up‐regulated and down‐regulated mRNA in MA‐10 cells were altered more than twofold in response to cordycepin treatment identified for gene ontology analysis. C, A clustered heat map represents the genes with most variable expression in response to cordycepin treatment. The values of gene expression fold change were transformed to log_2_‐ratio (log_2_ fold change). Red and green colors indicate up‐ and down‐regulated gene expression, respectively, and intermediate values will be colored according to the gradient. Trees on the left are gene clusters. D, Top 10 cell death/survival‐related canonical pathways ranked by −log (*P*‐value) were revealed by IPA core analysis. IPA, Ingenuity^®^ Pathway Analysis

## 2 MATERIALS AND METHODS

### 2.1 Cell culture

The mouse Leydig tumor cell line, MA‐10, was a gift from Dr Mario Ascoli (University of Iowa, Iowa City, IA, USA).^26^ MA‐10 cells were maintained in Waymouth MB 752/1 medium containing 20 mmol/L HEPES, 1.12 g/L NaHCO_3_ and 10% fetal bovine serum and incubated at 37°C in 5% CO_2_ atmosphere. The 6 × 10^5^ MA‐10 cells were seed in 6‐cm dishes 18 hours prior to the initiation of the treatment and then treated with different concentrations of cordycepin (10, 50, 100, 500, and 1000 μmol/L), taxol (100 and 1000 nmol/L) or cisplatin (100 and 200 μmol/L) or plain media (negative control) for 12 or 24 hours, respectively. Taxol‐ and cisplatin‐treated MA‐10 cells were used as a positive control. All chemicals and materials used in this study are listed in Table S1.

### 2.2 Microarray analysis

For transcript profiling of cordycepin‐treated MA‐10 cells, mouse whole‐genome microarrays were performed on a Mouse OneArray^®^ Version 2.0 platform (Phalanx Biotech Group, Taiwan). The microarray data are available at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE112513. Total RNA was extracted from MA‐10 cells treated with 100 μmol/L cordycepin or DMSO (vehicle control) for 3 hours. Each group had duplicates. Microarray analysis was conducted according to the manufacturer's protocol. Genes that were significantly up‐ or down‐regulated by more than twofold were subjected to GO enrichment analysis using the Database for Annotation, Visualization, and Integrated Discovery tools (http://david.abcc.ncifcrf.gov/). Normalized intensities were transformed into gene expression log_2_ ratios between the control and treatment groups. The genes with log_2_ ratio ≥1 or log_2_ ratio ≤ −1 and *P* < 0.05 were tested for further analysis. The Ingenuity^®^ Pathway Analysis (IPA^®^, QIAGEN Bioinformatics) program was used to perform the pathway estimation and directional effect prediction.

### 2.3 Western blotting

Treated MA‐10 cells were rinsed with ice‐cold PBS and harvested using lysis buffer (20 mmol/L Tris‐base, 150 mmol/L NaCl, 1 mmol/L EDTA, 1 mmol/L EGTA, 1% Triton X‐100, 2.5 mmol/L sodium pyrophosphate, 1 mmol/L β‐glycerophosphate, and 1 mmol/L Na_3_VO_4_). The lysate was centrifuged (12 000 *g*, 12 minutes, 4°C), and the supernatant was collected. Thirty‐five micrograms of total proteins was separated by 12.5% sSDS‐PAGE and transferred to PVDF membranes. The membranes were blocked with tris‐buffered saline containing 0.1% Tween‐20 and 5% nonfat dry milk at room temperature for 1 hour and then blotted with specific primary antibodies at 4°C for overnight. The signal was detected with horseradish peroxidase (HRP)‐conjugated secondary antibody and visualized with an enhanced chemiluminescent HRP substrate. The protein levels were quantitated by a computer‐assisted image analysis system (UVP bioImage system software, UVP Inc, USA). β‐actin served as a loading control. The integrated optical density of the proteins was normalized to β‐actin in each lane. All antibodies used in this study are listed in Table S2.

### 2.4 Morphological observation

After the treatment with 100 μmol/L cordycepin, 100 μmol/L taxol, 100 μmol/L cisplatin for 24 hours, suspended and attached MA‐10 cells were collected separately and then recultured for 72 hours more (96 hours after treatment). MA‐10 cells were examined for morphological changes at 24 and 96 hours after treatments under Olympus CK40 light microscopy and recorded images by Olympus DP20 digital camera (Olympus, Tokyo, Japan).

### 2.5 Cell cycle analysis

Treated MA‐10 cells were harvested by trypsin digestion, centrifugation, and then washed by isoton II and fixed by 70% ethanol for at least 2 hours at −20°C. After fixation, cells were washed with cold isoton II and then collected by centrifugation. Cell suspensions were mixed with 100 μg/mL RNase and stained with 40 μg/mL propidium iodine (PI) solution for 30 minutes. The stained cells were analyzed at *λ* = 488nm for PI detection by BD FACScan flow cytometer (Becton‐Dickinson, Mountain View, CA, USA). Cells in subG1 phase have less DNA contents on cell cycle distribution, which is considered to be DNA fragmentation and as an outcome of cell apoptosis.

### 2.6 Statistical analysis

Statistically significant differences between groups were determined using Student's *t* test, one‐way analysis of variance or the least significant difference test. The *P* < 0.05 were considered to be statistically significant in this study.

## 3 RESULTS

### 3.1 Clustering analysis of mRNA expression profiles in cordycepin‐treated MA‐10 cells

In order to identify the genes potentially involved in the anti‐cancer activity of cordycepin, microarray analysis of MA‐10 mouse Leydig tumor cells treated with 100 μmol/L cordycepin or DMSO (vehicle control) for 3 hours was conducted. 

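MA-10 is a clonal mouse Leydig tumor cell line, and cordycepin is an analog of adenosine. RNA from cells treated with 100 μmol/L cordycepin for 3 hours was hybridized to 2 one-colour arrays, and RNA from vehicle control cells to 2 others. The paper names the vehicle as DMSO, and the sample labels name it as PBS. One protocol field of the labels gives 20 mg/mL cordycepin, where another field and the paper give 100 μM. The labels name Cy5 as the dye, although their labelling protocol describes a radioactive label. Each array gave values for 26423 mouse probes. The authors' detection p was under 0.05 for 13415 and 13130 probes on the control arrays and for 12193 and 12784 probes on the cordycepin arrays.
The authors deposited raw intensities, from which a background had already been subtracted, and normalized intensities. Each array's normalized intensities were its raw intensities times a constant, 1.14 and 0.888 for the control arrays and 1.11 and 0.909 for the cordycepin arrays. In the normalized values, the control arrays lay a median of 0.50 apart on the log2 scale, against 0.14 in the raw values. The cordycepin arrays lay 0.03 apart in the normalized values, against -0.26 in the raw values. Across probes, which are not independent replicates, the log2 values correlated at r = 0.992 between the control arrays, 0.993 between the cordycepin arrays and 0.967 to 0.968 between arrays of different groups.
For the comparison of the groups, the 24319 probes with a normalized intensity above 0 on all 4 arrays were taken as log2 and tested with limma, and the other 2104 probes were left out. The p-values were adjusted by the Benjamini-Hochberg method over the probes tested. A gene was represented by its brightest probe, which gave 18478 genes. In limma, the spread between the duplicates was pooled over all probes, and part of that spread was a shift that the probes shared. Every probe was given the same standard error of 0.407, and a log2 ratio of 1.10 in size or more passed at an adjusted p under 0.05. A gap between the duplicates of a single gene therefore did not weigh on its p, and a log2 ratio from duplicates that lay far apart is to be read with its values per array. Where neither array of a group detected a probe, the fold is a lower bound, taken against the lowest detected intensity of each array in that group. Neither the paper nor the labels say that the duplicates came from separate cultures, so the p-values measure only the spread between these arrays, which may be technical, and the number of arrays limits the precision. The median log2 ratio of all probes was -0.10, and it moved to 0.13 with quantile-normalized raw intensities, to 0.24 with each array centred on its own median and to -0.45 with each array centred on the ribosomal protein genes.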

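After 3 hours of cordycepin, 2701 genes were lower and 174 genes were higher than in vehicle control cells at an adjusted p under 0.05 from limma, out of 18478 genes tested. Klf2, which encodes a transcription factor that responds to shear stress, fell from 387 ± 90.4 (SD, n = 2 arrays) to an intensity below detection, at least 16.9-fold lower. Dyrk3, which encodes a protein kinase, was at least 31.1-fold lower, and the zinc finger gene Zfp472 at least 27.1-fold lower. Ctu1, an enzyme of tRNA thiolation, had a log2 ratio of -5.08, and Hps6, a subunit of a complex that forms lysosome-related organelles, had a log2 ratio of -5.03. Among the higher genes, Rnu11, a small nuclear RNA of the minor spliceosome, was 8.86-fold higher, with a mean intensity of 355 ± 9.14 (SD, n = 2) in cordycepin-treated cells. Hyal3, which encodes a hyaluronidase, was 4.02-fold higher.
The genes were also counted by list. The lists were fixed before the data were examined but after Figures 1 and 2 of the paper had been seen. The immediate early list holds genes drawn in Figure 1C, such as Cited2, Pim3 and Socs3. The G1/S list holds genes that the paper names as decreased. Other lists hold genes drawn in Figure 1C as well. Ddit4 and Herpud1 are in the PERK and ATF4 list, and Id1 and Id3 in the TGF-beta and BMP list. Several lists also cover pathways that the paper reports from these same arrays. The counts and p-values of all these lists are therefore in part not independent of these data. Of 42 immediate early genes, 26 were lower, 1 was higher and 15 did not pass the test, and the same numbers were lower and higher when adjusted over the list alone. With each array centred on its own median, 26 were lower and 6 higher, and with quantile-normalized raw intensities 26 and 7. The members that fell include Junb, a subunit of AP-1, with a log2 ratio of -4.49, and Dusp1, a phosphatase of MAP kinases, which was at least 6.02-fold lower. The 1 higher member, Btg2, was not well above background in either group, and 24 of the lower members were detected on both arrays of a group. C2H2 zinc finger genes mostly encode transcription factors. Their list was drawn by symbol alone, Zfp, Zscan or Zkscan with a number, and takes in genes of other zinc finger classes such as Zfp36. Of its 318 genes, 181 were lower and 4 were higher (207 lower and 5 higher when adjusted over the list alone). The numbers were 196 and 19 with centring and 186 and 21 with quantile normalization. Of the lower genes 164, and of the higher genes 4, were detected on both arrays of a group. Of 44 cytoplasmic ribosomal protein genes and of 71 genes of oxidative phosphorylation, 0 were lower and 0 were higher. With each array centred on its own median, 32 of the former and 51 of the latter were higher, and none was lower.
Counted as probes, 3152 were lower and 290 were higher at an adjusted p under 0.05 from limma. At the study's thresholds, a log2 ratio of at least 1 in size and an unadjusted p under 0.05, 3553 probes with 3196 distinct symbols were lower and 366 probes with 252 distinct symbols were higher. With each array centred on its own median, 4270 probes were lower and 4974 higher at an adjusted p under 0.05, and with quantile-normalized raw intensities 3765 were lower and 5253 higher. At the study's thresholds, 2410 were lower and 817 higher with centring, and 2085 were lower and 817 higher with quantile normalization. With the methods' t-test, 2946 probes were lower and 222 higher at an unadjusted p under 0.05, and 0 passed after adjustment. Leaving out 1 array changed these counts by over 1.5 times, to 2183 higher probes without control array H001, to 6569 lower probes without control array H002, to 1638 lower and 77 higher probes without cordycepin array H003 and to 1548 lower and 78 higher probes without cordycepin array H004.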

Among the 26 423 mouse whole genome tested, 315 and 1966 genes were significantly up‐ and down‐regulated more than twofold by cordycepin, respectively (Figure 1B). The genes with most variable expression in response to cordycepin treatment were visualized by clustering heatmap (Figure 1C). 

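Of the genes legible in Figure 1C, those drawn as higher in the control, 21 in number, were lower in cordycepin-treated cells at an adjusted p under 0.05 from limma, with log2 ratios from -5.87 to -3.20. The paper chose these 21 genes from the same arrays, so their direction here gives no independent support. The largest fall among them was that of Ddit4, whose product inhibits mTOR signaling, from 2642 ± 665 in the control to 44.6 ± 1.36 in cordycepin (SD, n = 2 arrays each). Cited2, a transcriptional coregulator, fell from 2438 ± 540 to 65.1 ± 8.50. Pim3, a serine/threonine kinase, had a log2 ratio of -5.01, and Socs3, a feedback inhibitor of cytokine signaling, one of -4.54. The inhibitors of basic helix-loop-helix transcription factors Id1 and Id3 had log2 ratios of -3.96 and -3.43. Mad2l1bp, a regulator of the spindle checkpoint, was detected on 1 of the 2 cordycepin arrays, with intensities of 1541 and 1118 in the control and 15.6 and 69.1 in cordycepin.
The legible genes drawn as higher in cordycepin, 23 in number, had log2 ratios from -2.02 to -0.94. Of these, 20 were lower at an adjusted p under 0.05, and Tra2b, Lsm10 and Gnl3 did not pass the test. Brd2, a reader of acetylated histones, had a log2 ratio of -2.01. Zfp36l1, which promotes the decay of AU-rich transcripts, had a log2 ratio of -1.93, and Vegfa, an angiogenic growth factor, had one of -1.45. The ratio was negative for all 23 genes under each alternative scaling, the highest being -0.61. The methods' t-test passed 0 of all probes after adjustment, and so 0 of the 23. Of the 23, 18 passed without control array H001, 6 without cordycepin array H003 and 5 without cordycepin array H004.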

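Genes of the cell cycle checkpoints, of p53 signaling, of death receptor signaling and of PI3K/Akt and mTOR signaling were more often lower than higher after 3 hours of cordycepin. The same held for all 18478 genes tested, of which 2701 were lower and 174 higher, so the direction alone is not particular to these lists. Of 34 genes of the G1/S checkpoint, 17 were lower and 0 were higher at an adjusted p under 0.05 from limma (18 lower when adjusted over the list alone), against 19 and 1 with each array centred on its own median and 17 and 4 with quantile-normalized raw intensities. Of 27 genes of G2/M and mitosis, 8 were lower, 1 was higher and 18 did not pass (9 lower when adjusted over the list alone), and 12 were lower and 2 higher with centring and 9 and 5 with quantile normalization. Those lower include Ccnf, or cyclin F, with a log2 ratio of -3.66, and Fbxo5, an inhibitor of the anaphase-promoting complex, with one of -3.60. The higher member, the checkpoint kinase gene Chek2, rested on a single control array, since its intensity was 1.14 on control array H001, 168 on control array H002, and 216 and 193 on the cordycepin arrays. Without H001 its adjusted p was 0.30, and the call was also lost under each alternative scaling.
Of 28 targets of p53, 10 were lower, 1 was higher and 17 did not pass (11 lower when adjusted over the list alone), and 12 were lower and 2 higher with centring and 12 and 4 with quantile normalization. Ppm1d, a phosphatase that dampens the p53 response, had a log2 ratio of -3.56, and Gadd45a, a stress-induced regulator of growth arrest, had one of -3.24. The higher member was Btg2, which was not well above background. Of 33 genes of death receptor and caspase signaling, 14 were lower, 0 were higher and 19 did not pass (15 lower when adjusted over the list alone), and 16 were lower and 3 higher with centring and 14 and 4 with quantile normalization. The lower members include Tnfrsf1b, a receptor for tumor necrosis factor, which fell from 841 ± 219 to 41.7 ± 2.36 (SD, n = 2 arrays each), as well as Cflar, an inhibitor of caspase activation, with a log2 ratio of -2.23, and Birc2, another inhibitor of apoptosis, with one of -1.42, a call that was lost without either cordycepin array. Of 36 genes of PI3K, Akt and mTOR signaling, 14 were lower, 0 were higher and 22 did not pass (17 lower when adjusted over the list alone), but 18 were lower and 5 higher with centring and 17 and 6 with quantile normalization. Pik3r1, the regulatory subunit of PI3K, was 11.1-fold lower. Irs1, an adaptor of the insulin receptor, had a log2 ratio of -2.24, and the kinase gene Sgk1 was at least 15.8-fold lower. Of the lower members, 16 of the G1/S, 8 of the G2/M, 10 of the p53, 13 of the death receptor and 14 of the PI3K, Akt and mTOR list were detected on both arrays of a group.

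**Figure D1:**
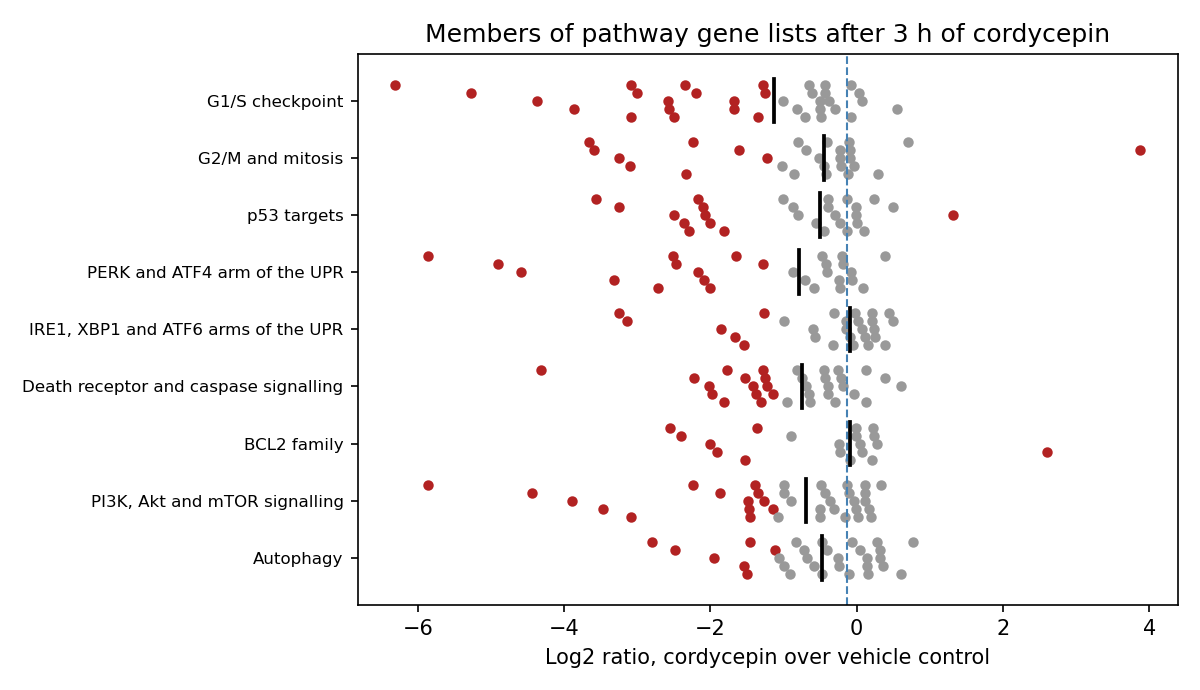
Log2 ratio of cordycepin over vehicle control (horizontal axis) for the measured members of the gene lists, a point per gene, with red points for an adjusted p under 0.05 and grey points for the others. Black bars are the medians of the lists, which run from -1.13 for the G1/S checkpoint to -0.09 for the BCL2 family, and the dashed line is the median of all genes, -0.13. With each array centred on its own median, the median of the G1/S list was -0.79, and those of the BCL2 family and of the IRE1, XBP1 and ATF6 list turned positive, at 0.25 each. The median of all genes turned positive as well, at 0.21.

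In limma's camera, a test of a list against all other genes with a preset correlation of 0.01, the adjusted p was 5.2e-12 for the G1/S list, 0.025 for G2/M and mitosis, 0.0031 for the p53 targets, 0.0033 for death receptor signaling and 3.1e-05 for PI3K, Akt and mTOR signaling, all toward lower. With a correlation estimated from the arrays, none of these calls held (adjusted p = 0.98 for each). That test passed none of the 30 lists, also with each array centred on its own median (lowest adjusted p = 0.38). In that setting the estimated correlation of the PI3K, Akt and mTOR list was 0.018, close to the preset 0.01. With an estimated correlation, camera has only the few residual degrees of freedom that 4 arrays leave. The failure was common to all lists and does not weigh against those named here in particular. The share of genes called at the study's thresholds was higher in each of these lists than among all 18478 genes by a one-sided Fisher's exact test, with an adjusted p of 2.2e-05, 0.035, 0.0047, 0.0028 and 0.0028 in the same order. Over the 11283 genes detected on both arrays of at least 1 group, the adjusted p of the exact test was 0.0024, 0.21, 0.030, 0.054 and 0.0095, so that the G2/M and the death receptor lists no longer passed. In camera, the G2/M list was also lost with quantile-normalized raw intensities, cyclic loess, the brighter probes and the detected probes (adjusted p from 0.0020 to 0.27 over the alternatives), the death receptor list with the brighter and with the detected probes (up to 0.073), and the p53 list with ribosomal protein centring (0.00018 to 0.087).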

The top 10 cell death/survival‐related canonical pathways, analyzed by IPA^®^, were mainly involved in cell cycle checkpoint regulation, p53 signaling, UPR, death receptor signaling, mTOR signaling, apoptosis signaling, and PI3K/Akt signaling (Figure 1D).

To further identify the genes potentially involved in cell death induced by cordycepin, the IPA^®^ molecule activity predictor (IPA‐MAP) tool was used to predict the activation or inhibition effects of signaling pathways in the cordycepin‐treated MA‐10 cells. First, the microarray results showed that the expressions of FoxO1, MDM2, c‐Myc, p15 (CDKN2B), p27 (CDKN1B), and cycline E, which are the cell cycle G1/S checkpoint pathway genes, decreased in the cordycepin‐treated group. 

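The 6 genes of the G1/S checkpoint named here, with both cyclin E genes, were lower on each cordycepin array than on either control array. Myc, the transcription factor gene of growth and proliferation, fell from a normalized intensity of 916 ± 356 to 22.8 ± 2.43 (SD, n = 2 arrays in each group throughout), 38.7-fold lower, and was detected on 1 of the 2 cordycepin arrays. Foxo1, a forkhead transcription factor that Akt restrains, fell from 76.0 ± 28.4 to an undetected level, at least 3.24-fold lower. Mdm2, the ubiquitin ligase of p53, fell from 995 ± 236 to 174 ± 4.07. The genes of the cyclin-dependent kinase inhibitors p15 and p27 fell together, Cdkn2b from 1016 ± 230 to 220 ± 24.8 and Cdkn1b from 251 ± 104 to 47.6 ± 6.00. Of the cyclin E genes, Ccne1 fell from 835 ± 232 to 258 ± 37.0, and Ccne2 from 410 ± 135 to 49.9 ± 7.79.

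**Figure D2:**
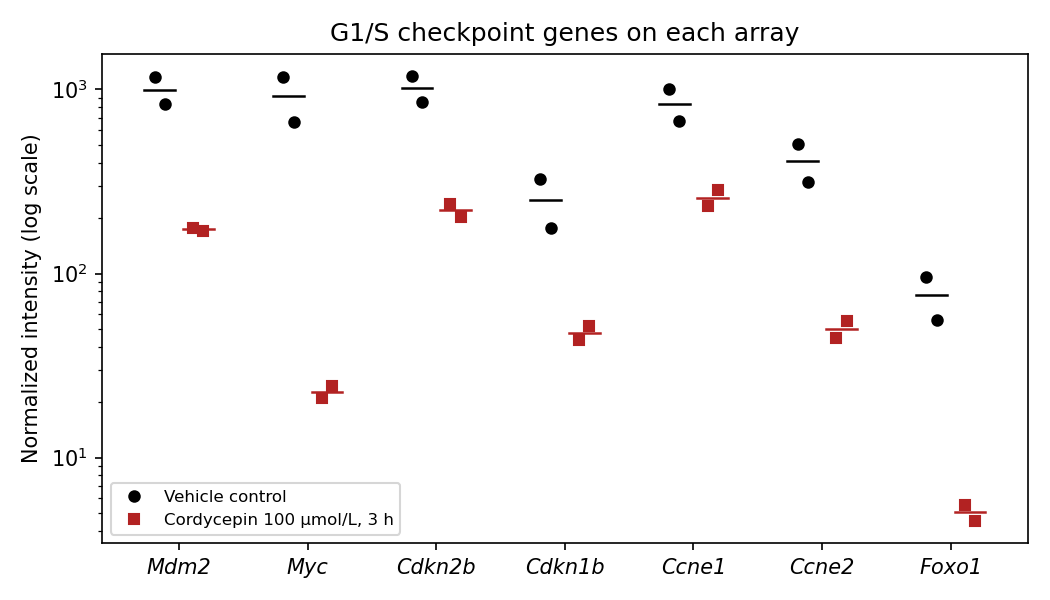
Normalized intensity (vertical axis, log scale) of Mdm2, Myc, Cdkn2b, Cdkn1b, Ccne1, Ccne2 and Foxo1 on each array, with black circles for the vehicle control, red squares for cordycepin and a bar at each mean. The Myc arrays lay at 1168 and 664 in the control and at 21.1 and 24.5 in cordycepin, and neither cordycepin array detected Foxo1.

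The log2 ratios were -5.27 for Myc (adjusted p = 6.3e-35 from limma), -2.50 for Mdm2 (2.7e-08), -2.19 for Cdkn2b (1.6e-06), -2.34 for Cdkn1b (2.3e-07), -1.67 for Ccne1 (5.2e-04) and -3.00 for Ccne2 (9.6e-12). For Foxo1, the adjusted p was 4.6e-19. These p-values rest on the standard error that all probes shared, so they follow the log2 ratios alone. With each array centred on its own median, where the spread was not pooled completely, the adjusted p was far larger. It ran from 0.0011 for Myc to 0.0075 for Ccne1 in limma. Leaving out cordycepin array H003 ended the call for Ccne1. With the methods' t-test, no probe on the arrays passed after adjustment, and so none of these genes did.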

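Besides the genes of p15 and p27, other members of the G1/S list were lower or did not pass the test. Cdc25a, the phosphatase that activates cyclin-dependent kinases, was 20.6-fold lower, from 688 ± 163 to 32.9 ± 1.00 (SD, n = 2 arrays each). The transcription factor genes E2f2 and E2f3 had log2 ratios of -2.56 and -3.09, and Smad3, the signal transducer of TGF-beta, one of -3.08. E2f6, a repressor of the E2F family, had intensities of 1039 and 773 on the control arrays and of 141 and 0.909 on the cordycepin arrays, of which 1 detected it. Its call was lost with each array centred on its own median and without either control array.
Of the D-type cyclin genes, Ccnd1 had a log2 ratio of 0.07 and Ccnd3 one of 0.03 (adjusted p = 0.995 from limma for each), and Ccnd2 was not detected on the cordycepin arrays (adjusted p = 0.71). Under quantile-normalized raw intensities, Ccnd1 was higher, with a log2 ratio of 0.90. Cdk2 had a log2 ratio of -0.49 (adjusted p = 0.61), Rb1 one of -0.29 (0.88), E2f1 one of -0.65 (0.42) and Trp53, the gene of p53, one of -0.82 (0.22). Under quantile normalization, Rb1 was higher, with a log2 ratio of 0.37. Trp53 passed as lower with each array centred on its own median, with a log2 ratio of -0.48, and had one of 0.01 under quantile normalization. Without control array H002, Cdk2, E2f1 and Trp53 passed as lower. Cdkn1a, the gene of p21, had a log2 ratio of -1.01 (adjusted p = 0.085) and passed the test as lower with each array centred on its own median. Foxo4 and Cdk6 were not well above background in either group. Foxo3 had a value at or below 0 on an array and was not tested, and Cdk4 was not analysed here.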

Second, the IPA‐MAP predictions showed that the FoxO/P15/P27/CDK4 signaling pathways were inhibited (Figure 2). In the UPR pathway, PERK/eIF2α/ATF3/CHOP (apoptosis) and the IRE1/XBP1 (protein refolding) were predicted to be inhibited after cordycepin treatment (Figure 2). Furthermore, the apoptosis and autophagy‐related proteins were activated after cordycepin treatment in the mTOR signaling pathway (Figure 2).

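In the PERK arm of the UPR, the kinase gene and the gene of CHOP were lower after cordycepin, as was Xbp1 in the IRE1 arm. Eif2ak3, the gene of PERK, fell from 698 ± 173 to 125 ± 5.00 (SD, n = 2 arrays each), a log2 ratio of -2.46 (adjusted p = 4.3e-08 from limma). Ddit3, the gene of CHOP, fell from 870 ± 236 to 273 ± 1.00, with a log2 ratio of -1.65 (adjusted p = 6.7e-04). Eif2s1, the gene of eIF2α, had a log2 ratio of -0.41 (adjusted p = 0.75), and Atf4 had one of -0.86 (adjusted p = 0.18), which passed as lower with each array centred on its own median and with quantile-normalized raw intensities. Atf3 was not well above background in either group. In the IRE1 arm, Xbp1 fell from 11766 ± 2886 to 3208 ± 347, with a log2 ratio of -1.86 (adjusted p = 8.2e-05), and Ern1, the gene of IRE1, was not well above background in either group.
Of 26 genes of the PERK and ATF4 arm, 12 were lower, 0 were higher and 14 did not pass (12 lower when adjusted over the list alone), and 12 were lower and 2 higher with each array centred on its own median and 13 and 2 with quantile-normalized raw intensities. Besides Ddit4, the lower members include Herpud1, a component of the degradation pathway of the endoplasmic reticulum, with a log2 ratio of -3.32. Ppp1r15a, the regulatory subunit that directs dephosphorylation of eIF2α, had intensities of 213 and 140 in the control and of 1.11 and 30.0 in cordycepin, and its call was lost with each array centred on its own median. Of 27 genes of the IRE1, XBP1 and ATF6 arms, 6 were lower, 0 were higher and 21 did not pass, with the same numbers when adjusted over the list alone. They include Dnajb9, a chaperone of the endoplasmic reticulum, at least 3.39-fold lower, and Parp16, which modifies PERK and IRE1, 8.80-fold lower. Hspa5, the gene of the chaperone BiP, had a log2 ratio of -0.32 (adjusted p = 0.88), and Atf6b had one of -0.15 (adjusted p = 0.99). With each array centred on its own median, 6 genes of the IRE1, XBP1 and ATF6 arms were lower and 6 were higher, and with quantile normalization 5 and 6. Of 18 genes of heat shock chaperones and heat shock factors, 5 were lower and 0 were higher (6 lower when adjusted over the list alone), among them Hspa1b, with a log2 ratio of -3.80, and Hspa1a, at least 6.33-fold lower. Among the lower members, 11 of the PERK and ATF4 list and 5 of the IRE1, XBP1 and ATF6 list were detected on both arrays of a group. With centring, 6 genes of the heat shock list were lower and 4 higher, and with quantile normalization 5 and 4.
In camera, the PERK and ATF4 list passed toward lower (adjusted p = 1.1e-08), and so did the heat shock list (adjusted p = 0.0045). With an estimated correlation, which passed no list, the adjusted p was 0.98 for each. The heat shock list passed under only 2 of 10 alternatives (0.0036 to 0.48). It was lost under each other scaling, with the brighter probes and with the detected probes. The IRE1, XBP1 and ATF6 list did not pass (adjusted p = 0.59). By the one-sided Fisher's exact test, the PERK and ATF4 list passed (adjusted p = 0.0028), though not over the detected genes alone (adjusted p = 0.066). The heat shock list (adjusted p = 0.17) and the IRE1, XBP1 and ATF6 list (adjusted p = 0.53) did not pass the exact test. Without cordycepin array H004 the calls for Xbp1 and Ddit3 were lost, and without H003 that for Ddit3.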

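Among the genes of apoptosis, members of the BCL2 family moved in both directions. The pro-apoptotic gene Bcl2l11, which encodes BIM, fell from 418 ± 95.9 in the control to 70.0 on both cordycepin arrays (SD, n = 2 arrays each). The anti-apoptotic genes Mcl1 and Bcl2l1 fell as well, Mcl1 from 10109 ± 2228 to 1898 ± 226 and Bcl2l1 from 235 ± 48.4 to 61.8 ± 3.79. Bcl2 was at least 1.74-fold higher by its brightest probe, which the control arrays did not detect, while its other probe was not well above background in either group. Of 19 genes of the family, 6 were lower, 1 was higher and 12 did not pass, with the same numbers when adjusted over the list alone, but 7 were lower and 5 higher with each array centred on its own median and 6 and 5 with quantile-normalized raw intensities. Parp1 had a log2 ratio of -0.19 (adjusted p = 0.96 from limma).
Of 31 autophagy genes, 7 were lower, 0 were higher and 24 did not pass (9 lower when adjusted over the list alone). Of the lower genes, 6 were detected on both arrays of a group. Atg16l1 and Atg14, which act in the formation of the autophagosome, had log2 ratios of -2.80 and -2.48. The genes of LC3, Map1lc3a and Map1lc3b, had log2 ratios of 0.16 (adjusted p = 0.98) and 0.05 (adjusted p = 0.995). With each array centred on its own median, 12 autophagy genes were lower and 7 were higher, and with quantile-normalized raw intensities 6 and 5. The median of the list, -0.47, was 0.04 with quantile normalization, where that of all genes moved from -0.13 to 0.125. In the mTOR pathway, Mtor itself fell from 1054 ± 331 to 465 ± 55.9, with a log2 ratio of -1.15 (adjusted p = 0.035), a call that was lost without control array H001 and without either cordycepin array. Prkce, a protein kinase C gene, had a log2 ratio of -1.88, and Akt1 had one of -0.16 (adjusted p = 0.98).
Neither the BCL2 family nor the autophagy list passed camera (adjusted p = 0.59 and 0.38) or the one-sided Fisher's exact test (adjusted p = 0.084 and 0.31). The values are those of transcripts, and the arrays hold no measure of protein activation. The activation or inhibition of each path in Figure 2 is stated by the paper from the predictor tool, with the genes regulated on the arrays mapped onto the pathways. From the array results, the paper proposes in its discussion that genes of cell cycle regulation and of the UPR take part in MA-10 cell apoptosis.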

**Figure 2:**
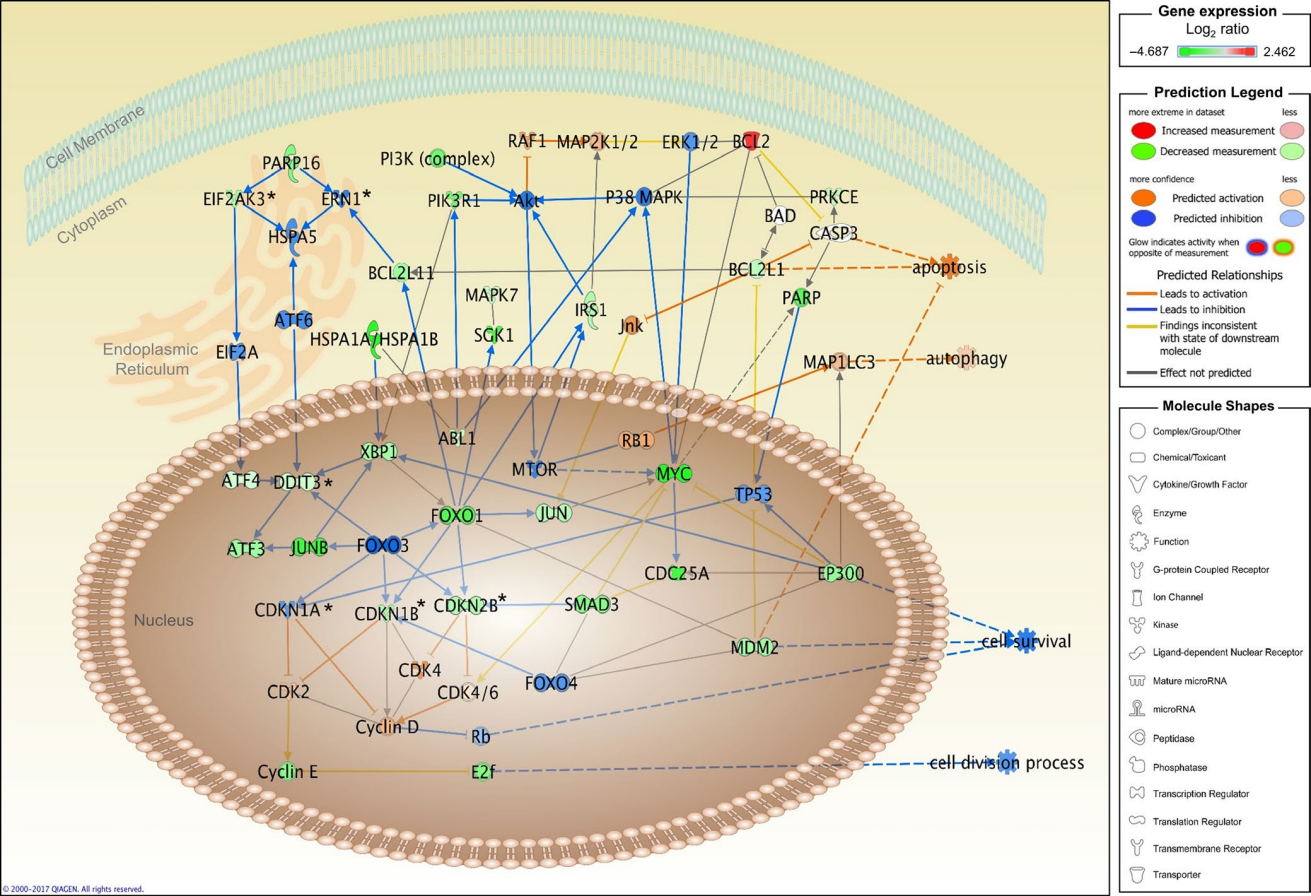
The directional effect predictions of the highly relevant signal pathways affected by cordycepin in MA‐10 cells. The genes significantly regulated by cordycepin were mapped onto the signaling network of the top 10 cell death/survival‐related canonical pathways described in Figure 1D. The activation or inhibition effects of path were predicted by IPA molecule activity predictor (MAP) overlay tools based on our microarray finding. Red‐Green color indicates the level of gene expression. Orange color indicates the activation effect, whereas blue color indicates inhibition effect. Yellow color means that the finding is inconsistent with the state of downstream molecule, and gray color means no prediction on the path. *The synonyms of genes: EIF2AK3: PERK, ERN1: IRE1, MAP1LC3: LC3, DDIT3: CHOP, CDKN1A: p21, CDKN1B: p27, CDKN2B: p15

### 3.2 Cordycepin‐induced cell cycle arrest in MA‐10 cells

To further investigate how cordycepin regulated FoxO/P15/P27/CDK4 pathways, MA‐10 cells were treated with different concentration of cordycepin (0, 10, 50, 100, 500, or 1000 μmol/L) for 12 and 24 hours, respectively, and the expressions of phosphor (p)‐FoxO3a, p‐FoxO1, p‐FoxO4, P15, P27, and CDK4 were detected by Western blotting. Results showed that expression of phosphor‐FoxO3a at 12 hours of cordycepin treatment gradually decreased from 0 to 100 μmol/L, while it was induced by 500 and 1000 μmol/L cordycepin (Figure 3A,B). However, expression of phosphor‐FoxO3a at 24 hours of cordycepin treatment gradually decreased from 0 to 1000 μmol/L (Figure 3B). The expressions of phosphor‐FoxO1, phosphor‐FoxO4, P15, and P27 were decreased dose dependently after 12‐ and 24‐hour cordycepin exposure (Figure 3A,B). Although there is no statistical difference, an increasing trend of CDK4 expressions by cordycepin from 50 to 100 μmol/L at 12‐hour treatment could be observed (Figure 3B). However, there was a decreasing trend of CDK4 expressions by cordycepin from 0 to 100 μmol/L after 24‐hour exposure. But, treatments with 500 and 1000 μmol/L cordycepin for 24 hours did induce CDK4 expressions in MA‐10 cells (Figure 3B). Overall, the expressions of FoxO3a, FoxO1, FoxO4, P15, and P27 could be down‐regulated by cordycepin, indicating that cordycepin affects MA‐10 cell survival by blocking cell cycle progression in G1/S phase to induce apoptosis.

**Figure 3:**
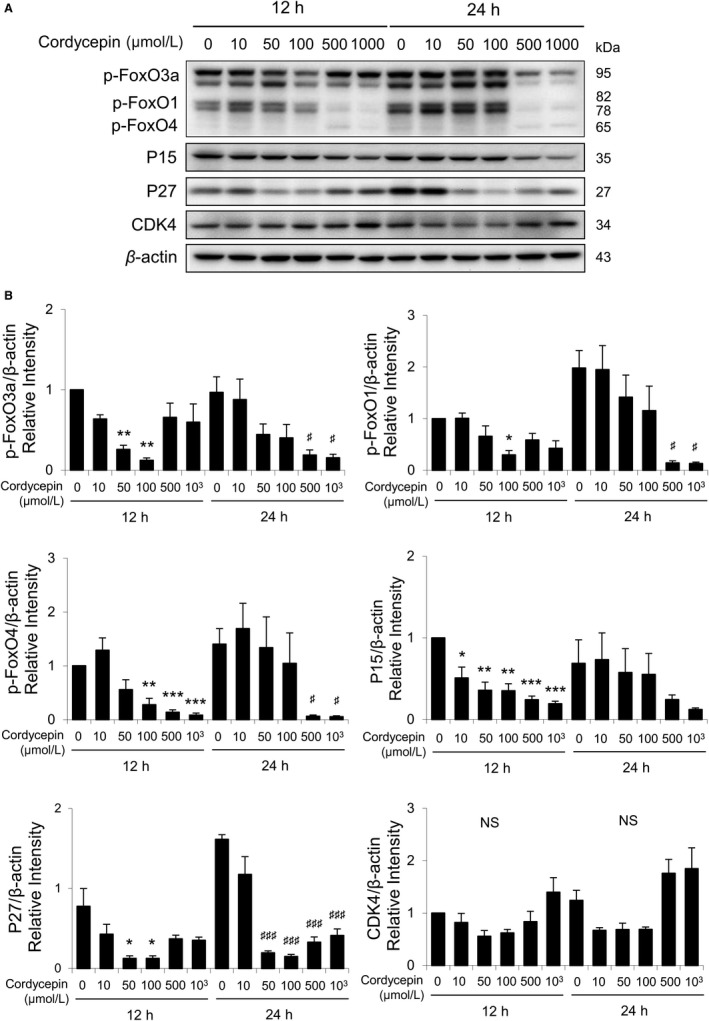
Cordycepin‐induced apoptosis of MA‐10 cells by regulating FoxO signaling pathways. A, Western blot analysis for the expression of phosphorylated FoxO3a, FoxO1, FoxO4, P15, P27, and CDK4 in MA‐10 cells treated with 0, 10, 50, 100, 500, or 1000 μmol/L cordycepin for 12 or 24 h, respectively. B, Quantification of bar graphs shows the integrated optical densities (IOD) of phosphor‐FoxO3a, FoxO1, FoxO4, P15, P27, and CDK4, which were normalized with β‐actin in each lane. All values are represented as the mean ± SEM of three separate experiments. The *P*‐values were calculated using one‐way ANOVA with Tukey's multiple comparisons post‐tests; * or ^#^ *P* < 0.05, ** or ^##^ *P* < 0.01, and *** or ^###^ *P* < 0.001 vs the control group (0 μmol/L cordycepin) at 12 or 24 h, respectively. ANOVA, analysis of variance

### 3.3 Cordycepin‐induced apoptosis in MA‐10 cells by activating PERK/EIF2α signaling pathways

Studies have demonstrated that misfolded proteins could prompt ER stress to restore protein homeostasis. If stress is prolonged, apoptotic cell death succeeds.^27^, ^28^, ^29^ To further study whether cordycepin would regulate ER stress pathways inducing apoptosis in MA‐10 cells, ER stress‐related proteins, such as PERK, EIF2α, p‐EIF2α, ATF3, CHOP, ATF6β, IRE1α, cleaved XBP1, and cleaved caspase‐12, in cordycepin‐treated MA‐10 cells were analyzed by Western blotting (Figure 4A). Results showed that expression of PERK gradually decreased by cordycepin treatments (0‐100 μmol/L); however, expression of PERK rebounded by treatments of 500 and 1000 μmol/L cordycepin for 12 hours (Figure 4B). Interestingly, expression of PERK significantly decreased by cordycepin (50‐1000 μmol/L) in 24‐hour treatment (Figure 4B). Expressions of p‐EIF2α were stimulated by 12‐ and 24‐hour treatments of 500 and 1000 μmol/L cordycepin, respectively (Figure 4B). Expression of ATF3 was stimulated by 100 μmol/L cordycepin after 12‐ and 24‐hour treatments (Figure 4B). The CHOP expression showed no significant change with cordycepin treatments for 12 and 24 hours (Figure 4B).

**Figure 4:**
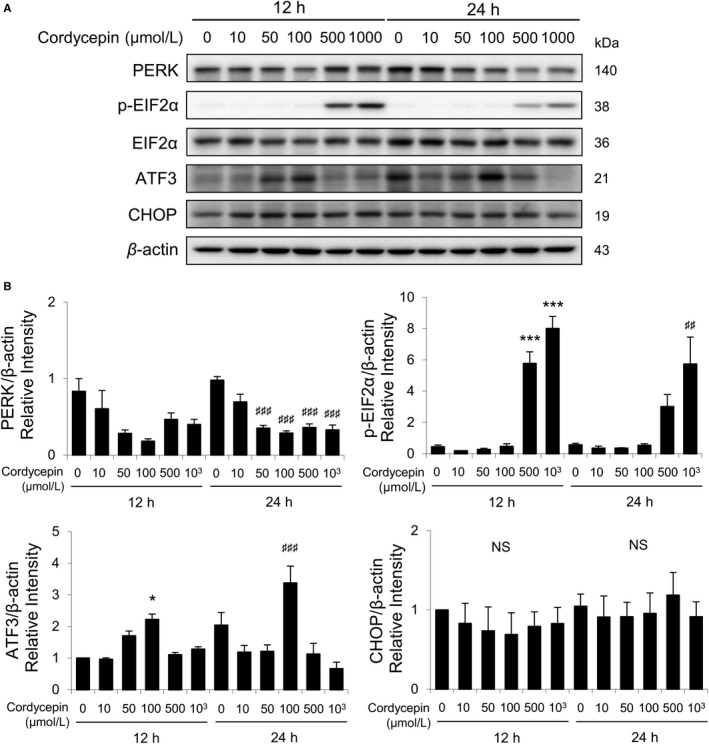
Cordycepin‐induced apoptosis of MA‐10 cells by activating PERK/EIF2α signaling pathways. A, Western blot analysis for the expression of total and phosphorylated EIF2α, total PERK, ATF3, and CHOP in MA‐10 cells treated with 0, 10, 50, 100, 500, or 1000 μmol/L cordycepin for 12 or 24 h, respectively. B, Quantification of bar graphs shows the IOD of EIF2α, phosphor‐EIF2α, PERK, ATF3, and CHOP, which were normalized with β‐actin (43 kDa) in each lane, respectively. Each data point represents the mean ± SEM of three separate experiments. The *P*‐values were calculated using one‐way ANOVA with Tukey's multiple comparisons post‐tests; * or ^#^ *P* < 0.05, ** or ^##^ *P* < 0.01, and *** or ^###^ *P* < 0.001 vs the control group (0 μmol/L cordycepin) at 12 or 24 h, respectively. ANOVA, analysis of variance; IOD, integrated optical density

Total ATF6β, IRE1α, cleaved XBP1plus total and cleaved caspase‐12 were also detected by Western blotting with the treatments of cordycepin (0, 10, 50, 100, 500, and 1000 μmol/L) for 12 and 24 hours. Results showed that12‐ and 24‐hour cordycepin treatments did not affect the expressions of ATF6β (Figure 5A,B). Treatments with cordycepin (10‐1000 μmol/L) for 12 and 24 hours significantly decreased the expressions of IRE1α (Figure 5B). A known value of 1000 μmol/L cordycepin induced the maximal levels of XBP1 expression at 12 hours (Figure 5B). Furthermore, 50 and 100 μmol/L cordycepin induced the expressions of cleaved caspase‐12 at 12 hours (Figure 5B).

**Figure 5:**
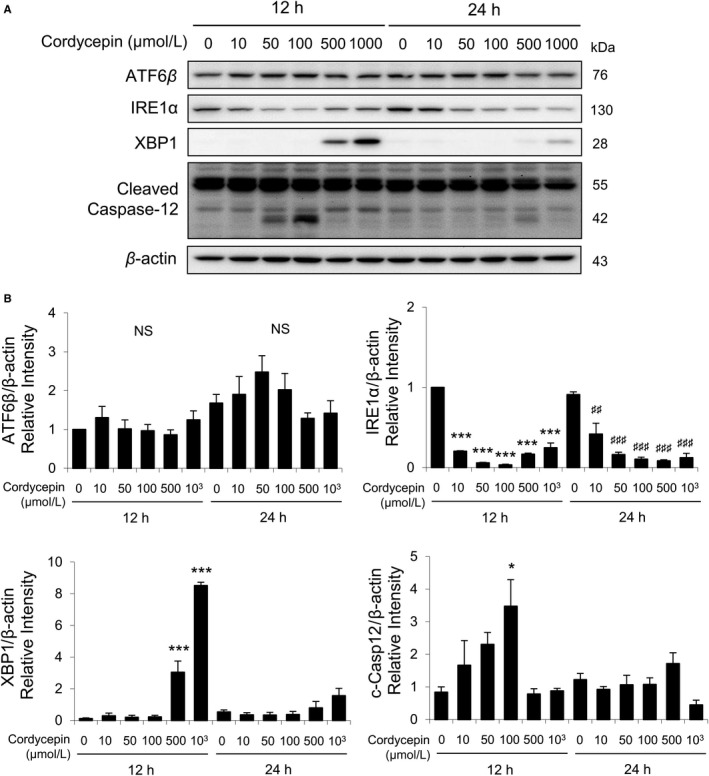
Cordycepin‐induced apoptosis of MA‐10 cells by activating ATF6 and IRE1 signaling pathways. A, Western blot analysis for the expression of total ATF6β, IRE1α, XBP1, total, and cleaved caspase‐12 in MA‐10 cells treated with 0, 10, 50, 100, 500, or 1000 μmol/L cordycepin for 12 or 24 h, respectively. B, Quantification of bar graphs shows that the IOD of ATF6β, IRE1α, XBP1, and cleaved caspase‐12 (c‐Casp12), which were normalized with β‐actin (43 kDa) in each lane, respectively. Each data point represents the mean ± SEM of three separate experiments. The *P*‐values were calculated using one‐way ANOVA with Tukey's multiple comparisons post‐tests; * or ^#^ *P* < 0.05, ** or ^##^ *P* < 0.01, and *** or ^###^ *P* < 0.001 vs the control group (0 μmol/L cordycepin) at 12 or 24 h, respectively. ANOVA, analysis of variance; IOD, integrated optical density

These results indicated that cordycepin could regulate ER stress pathways to induce apoptosis in MA‐10 cells.

### 3.4 Cordycepin affected cell cycle distribution differently in attached and suspended MA‐10 cells

Cordycepin increased cell death by ER stress‐induced apoptosis in MA‐10 cells. However, we also found that some MA‐10 cells could survive after the cordycepin treatment, indicating the existence of drug resistance to cordycepin in MA‐10 cells. To investigate this issue further, suspended and attached MA‐10 cells were collected separately after 24 hours with 100 μmol/L cordycepin treatment, and recultured for 72 more hours (96 hours after cordycepin treatment) (Figure 6A, left panel). The cell viability and morphological changes were assessed at 24 and 96 hours after cordycepin treatments. Results showed that cordycepin, taxol, and cisplatin (positive control) induced MA‐10 cell death with reduced cell number compared to control after 24‐hour treatment (Figure 6A, right panel). In the additional 72 hours recultured experiment, MA‐10 cells from the attached portion had better survival rate with higher attached cell number as compared to the suspended portion among control, cordycepin‐, taxol‐, and cisplatin‐treated groups (Figure 6A, right panel). These results indicate that there were different populations in MA‐10 cells, and the cells from attached part had greater drug resistance to cordycepin.

**Figure 6:**
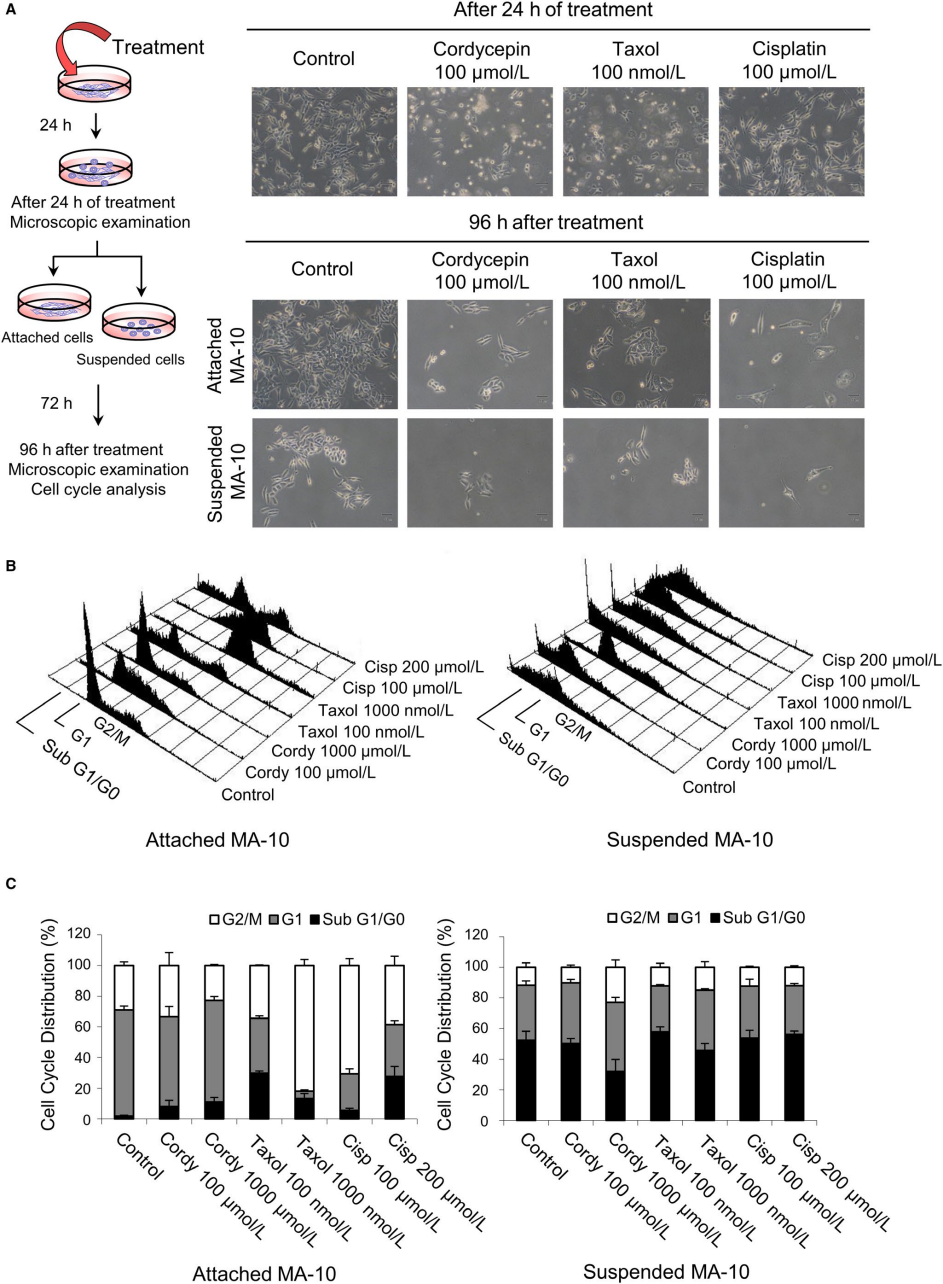
Cordycepin affected cell cycle distribution differently in attached and suspended MA‐10 cells. A, MA‐10 cells were treated with cordycepin (100 μmol/L), taxol (100 nM), cisplatin (100 μmol/L), or plain media (control) for 24 h. Suspended and attached MA‐10 cells were collected separately and then recultured for a further 72 h. Cell viability and morphological changes were assessed by light microscopy after 24 and 96 h of treatments. B, Representative flow cytometric histograms and (C) bar graphs show the cell cycle distributions of suspended and attached MA‐10 cells treated with cordycepin (100 and 1000 μmol/L), taxol (100 and1000 nmol/L), cisplatin (100 and 200 μmol/L), or plain media (control) for 24 h. Data represent mean ± SEM for four independent experiments. Cordy, cordycepin; Cisp, cisplatin

To examine the possible mechanisms how drug resistance to cordycepin occurred, MA‐10 cells were treated with cordycepin (100 and 1000 μmol/L), taxol (100 and 1000 nmol/L), cisplatin (100 and 200 μmol/L), or plain media (control) for 24 hours, respectively. Cells were then stained with propidium iodide and analyzed by flow cytometry to investigate the changes among fractions of sub G1/G0, G1, and G2/M phases. Results showed that percentage of sub‐G1 phase induced by 100 and 1000 μmol/L cordycepin in attached MA‐10 cells is lower than 10% (Figure 6B,C), whereas the percentage of subG1 phase induced by 100 and 1000 μmol/L cordycepin in suspenedMA‐10 cells is higher than 30%, indicating the attached MA‐10 cells did have lower cell death rate related to drug‐resistance phenomenon. In addition, the percentages of G2/M and M phases in the attached MA‐10 cells are higher compared to the suspended MA‐10 cells. These phenomena were also observed in the taxol‐ and cisplatin‐treated groups (Figure 6B,C).

### 3.5 Cordycepin resistance in MA‐10 cells is mediated by activating AKT/mTOR and autophagy pathway and inhibiting the caspase signaling pathway

Studies have demonstrated that Akt pathway is a pro‐survival pathway by activating pro‐survival signal cascades and inhibiting apoptotic signal cascades.^30^, ^31^, ^32^ To examine the underlying mechanisms of cordycepin resistance, the PI3KAkt/mTOR and related pathways for surviving in attached and suspended MA‐10 cells were carried out after 24‐hour cordycepin treatments. Results showed that the phosphorylation of Akt and mTOR in attached MA‐10 cells were induced more by cordycepin as compared to the suspended MA‐10 cells (Figure 7A,B).

**Figure 7:**
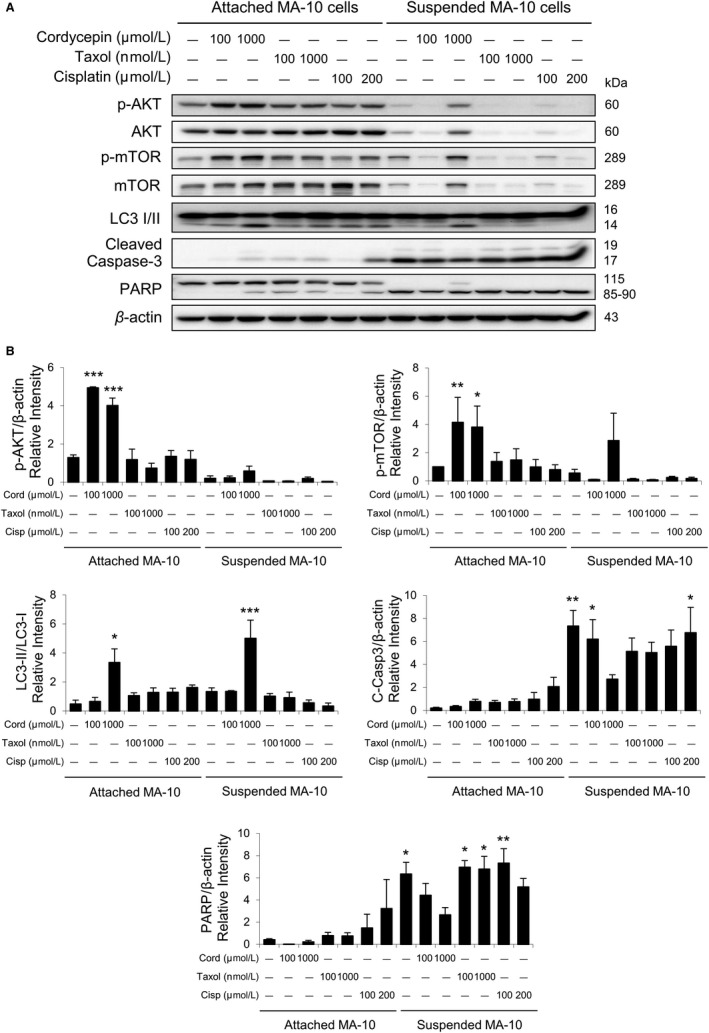
Cordycepin regulating AKT/mTOR signaling pathways in attached and suspended MA‐10 cells. A, MA‐10 cells were treated without or with cordycepin (Cord, 100 and 1000 μmol/L), taxol (100 and 1000 nmol/L), and cisplatin (Cisp, 100 and 200 μmol/L) for 24 h, respectively. MA‐10 cells were then collected from attached and suspended portions, and AKT, phosphor‐AKT, mTOR, phosphor‐mTOR, LC3 I/II, cleaved caspase‐3 (C‐Casp3), and PARP were detected by Western blotting. Immunoblot represents the observation from one single experiment, which was repeated at least three times. B, IOD of total AKT, phosphor‐AKT, mTOR, phosphor‐mTOR, LC3 I/II, cleaved caspase‐3, and PARP proteins were normalized with β‐actin in each lane, respectively. Each data point represents the mean ± SEM of three separate experiments. The *P*‐values were calculated using one‐way ANOVA with Tukey's multiple comparisons post‐tests; *P < 0.05, **P < 0.01, and ***P < 0.001 vs the control group (0 μmol/L cordycepin, taxol, and cisplatin), respectively. IOD, integrated optical density

Although the roles of autophagy in tumorigenesis have not been fully clarified, studies have pinpointed the autophagy for novel therapeutic targets in anticancer therapy due to the diverse metabolic status and necessity on stress responses between normal and cancer cells.^12^, ^33^ In the present study, expression of LC3 I/II was activated by 1000 μmol/L cordycepin in both attached and suspendedMA‐10 cells (Figure 7A,B). However, expressions of apoptotic makers, cleaved caspase‐3 and PARP, were much lower in attachedMA‐10 cells as compared to the suspended cells (Figure 7A,B).

These results demonstrated that pro‐survival AKT pathway and autophagy were activated, and pro‐apoptotic caspase pathway was reduced in attached MA‐10 cells, illustrating that drug resistance to cordycepin does exist in MA‐10 cells.

### 3.6 Cordycepin resistance in MA‐10 cells is mediated by activating MAPK signaling pathways

Studies have shown that MAPKs pathway is essential in the progression of cancer, which do control cell growth, migration, proliferation, and differentiation.^34^, ^35^ MAPKs (ERK1/2, JNK and p38) are protein‐serine/threonine kinases, which could be activated through phosphorylation, beginning with the induction of MAPK kinase kinases (MAP3Ks) to adjust cell fates.^36^

To investigate whether cordycepin could induce MAPK pathways for surviving related to drug resistance between attached and suspended MA‐10 cells, the expressions of p‐ERK, p‐JNK, and p‐P38 were analyzed by Western blotting after 24 hours of cordycepin treatments. Results showed that 1000 μmol/L cordycepin significantly stimulated the expressions of p‐ERK and p‐JNK in attached MA‐10 cells, which were higher than that in suspended MA‐10 cells (Figure 8A,B). In contrast, 1000 μmol/L cordycepin significantly stimulated the expression of p‐P38 in suspended MA‐10 cells, but not in attached MA‐10 cells (Figure 8A,B).

**Figure 8:**
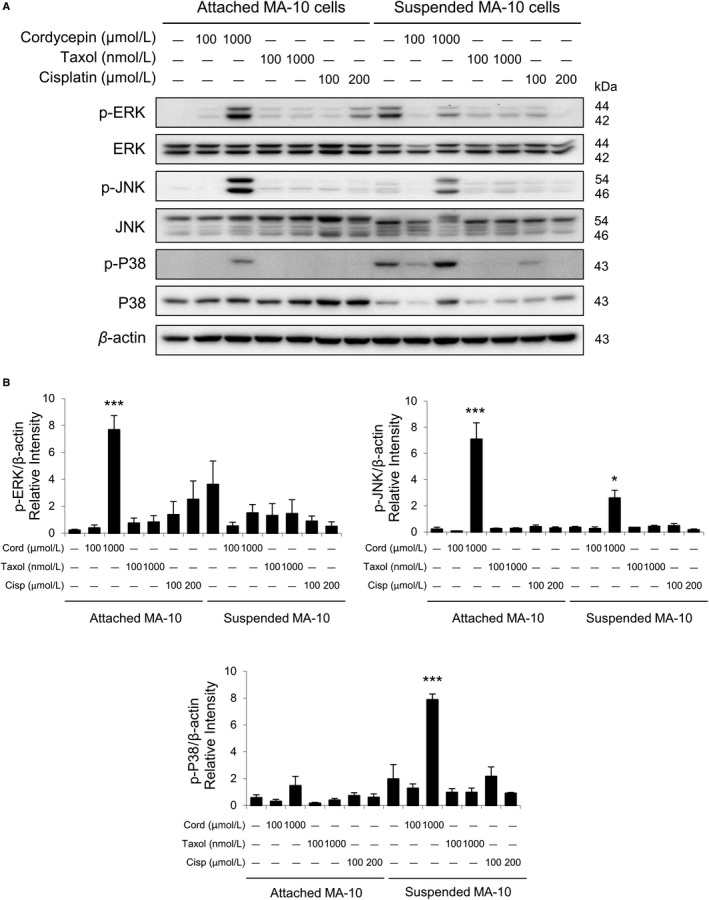
Cordycepin activating MAPK signaling pathways in attached and suspended MA‐10 cells. A, MA‐10 cells were treated without or with cordycepin (Cord, 100 and 1000 μmol/L), taxol (100 and 1000 nmol/L) and cisplatin (Cisp, 100 and 200 μmol/L) for 24 h, respectively. MA‐10 cells were then collected from attached and suspended portions, and ERK, phosphor‐ERK, JNK, phosphor‐JNK, p38, and phosphor‐p38 were detected by Western blotting. B, IOD of phosphor‐ERK, phosphor‐JNK, and phosphor‐p38 were normalized with β‐actin in each lane, respectively. Each data point represents the mean ± SEM of three separate experiments. The *P*‐values were calculated using one‐way ANOVA with Tukey's multiple comparisons post‐tests; *P < 0.05, ** *P* < 0.01, and ***P < 0.001 vs the control group (0 μmol/L cordycepin), respectively. IOD, integrated optical density

These results demonstrated that cordycepin could induce p‐ERK and p‐JNK expressions and reduce p‐P38 expression in attached MA‐10 cells to illustrate the possible mechanism upon drug resistance to cordycepin in MA‐10 cells.

## 4 DISCUSSION

We have previously published that cordycepin reduced cell viability and induced apoptosis through activating caspases, inducing cell cycle arrest, regulating p38 MAPKs signaling, increasing ROS levels, and suppressing PI3K/AKT signaling in MA‐10 cells.^24^ In this study, microarray analysis results showed that genes related to cell cycle regulations and UPR/ER stress could possibly play important roles inducing MA‐10 cell apoptosis (Figures 1 and 2). We revealed that cordycepin could induce MA‐10 cell death by reducing FoxO/P15/P27/CDK4 pathways (Figure 3) to arrest cell cycle^24^ and inducing ER stress to cause UPR‐dependent apoptosis through activating the PERK/eIF2α/ATF3/CHOP (apoptosis) and the IRE1/XBP1 (protein refolding) pathways. We also found that there was a population of MA‐10 cells with cordycepin drug‐resistance phenomenon through activating Akt/mTOR, ERK, and JNK pathways and reducing the P38 pathway (Figure 9).

**Figure 9:**
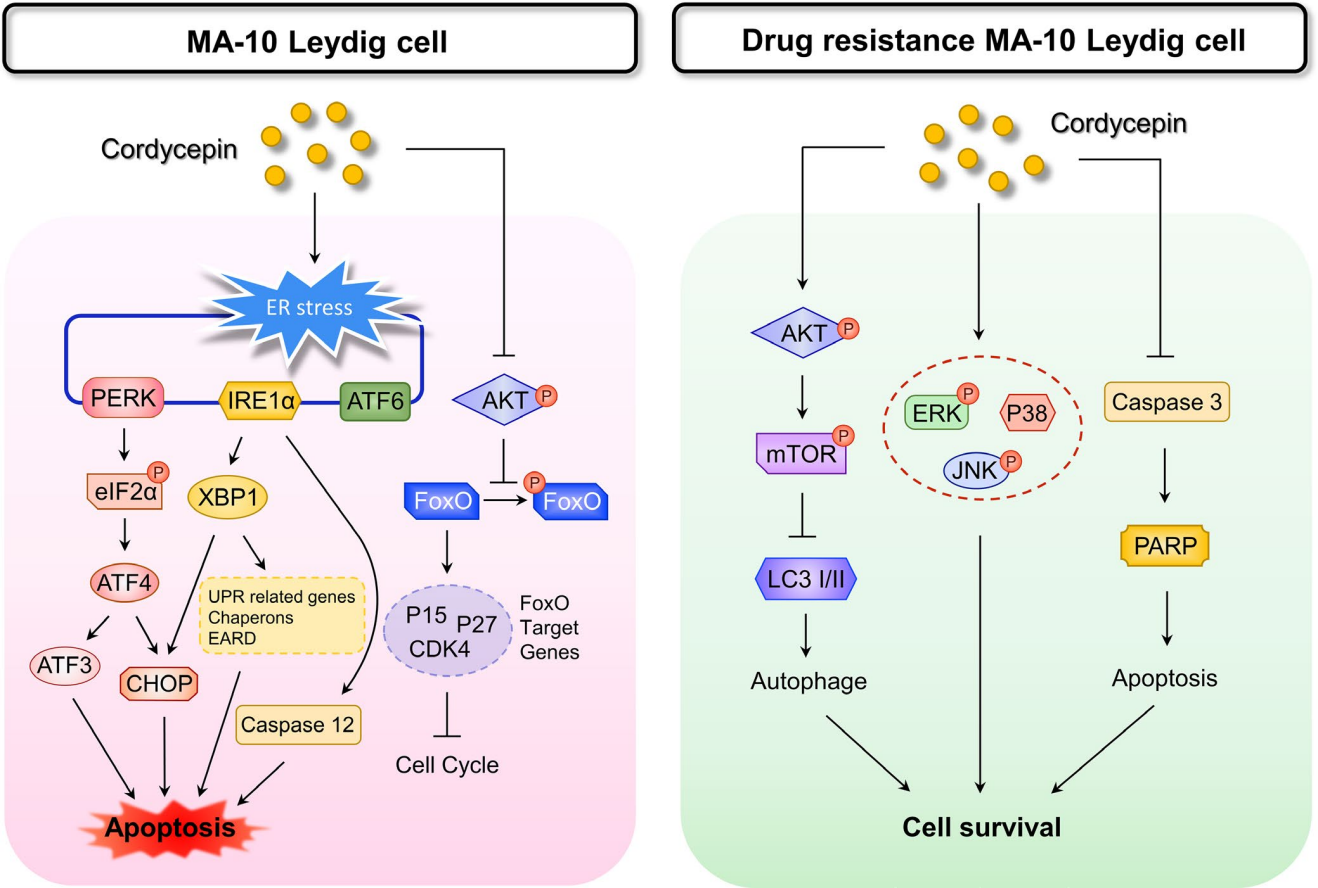
Summary scheme represents the possible pathways of drug sensitive and drug resistance to cordycepin in MA‐10 mouse Leydig tumor cells. Cordycepin reduced the activation of FoxO/P15/P27 signaling pathways and induced the PERK‐eIF2α (apoptotic) axis and the IRE1‐XBP1 (adaptive) UPR pathway. Additionally, activation of AKT and MAPK pathways could possibly result in drug resistance to cordycepin in MA‐10 cells

Cordycepin could affect cell cycle to cause apoptosis by UPR/ER stress with the changes among G2/M, G1, and subG1 phases between treatments in MA‐10 cell, especially subG1 phase with significant increase induced by cordycepin which did correlate to our previous study.^24^, ^37^ Many studies have shown that subG1 phase change related to DNA fragmentation is one of a good marker for apoptosis.^38^, ^39^ Thus, our results are parallel to their studies.

In the clustering analysis of mRNA expression, FoxO/P15/P27/CDK4, PERK/eIF2α/ATF3/CHOP (apoptotic), and the IRE1/XBP1signaling pathways were identified as central hubs of the apoptosis‐related interactive network in the cordycepin‐treated MA‐10 cells. Study has shown that forkhead box (FOX) transcription factors consist of 19 subfamilies sharing conserved DNA‐binding domain, the FOX domain, and the O subgroup comprises FoxO1, FoxO3, FoxO4, and FoxO6.^40^ Studies have illustrated that FoxO transcription factors function as signaling integrators among various transcriptional networks to maintain cell and tissue homeostasis in response to environmental hazards, and abnormal expression could play essential roles in cancerdevelopment.^40^, ^41^, ^42^ Our data showed that phosphor‐FoxO1, phosphor‐FoxO3a, and phosphor‐FoxO4 all decreased by cordycepin, except phosphor‐FoxO3a was stimulated by 500 and 1000 μmol/L cordycepin at 12‐hour treatment. Thus, cordycepin could down‐regulated phosphor‐FoxO1, phosphor‐FoxO3a, and phosphor‐FoxO4 to induce MA‐10 cell apoptosis. However, the high doses of cordycepin stimulate p‐FoxO3a to induce apoptosis in MA‐10 cells.

ER stress could trigger UPR to induce protein folding capacity and to decrease unfolded protein load.^43^ If ER stress is persistently extended, cell death would occur through apoptosis, which could be activated by PERK, ATF6, and IRE1α.^28^ In the present study, cordycepin at different doses and different time periods stimulated the expressions of UPR downstream proteins (PERK, EIF2α, ATF3, CHOP, ATF6β, XBP1, and cleaved caspase‐12) and reduced IRE1α in MA‐10 cells, demonstrating that cordycepin would modulate ER stress pathways to induce MA‐10 cell apoptosis. We have to notice that cordycepin at 500 and 1000 μmol/L did significantly induced PERK, EIF2α, and XBP1 expressions. Whether the up‐regulation of PERK, EIF2α, and XBP1 by high dosage of cordycepin is involved with drug resistance should be valuable to be further investigated.

We have found that some MA‐10 cells could survive with cordycepin treatment, indicating the drug resistance to cordycepin did exist in MA‐10 cells. Cell viability and morphological analysis related to drug resistance to cordycepin did show that in 72 hours of more recultured experiments, MA‐10 cells from the attached portion did have better survive rate with higher attached cell number as compared to the suspended portion among control groups. Studies have illustrated that the activation of PI3K‐AKT‐mTOR pathway and autophagy^44^, ^45^, ^46^ and the inactivation of pro‐apoptotic caspase pathway^47^, ^48^ are involved in the therapeutic resistance for cancers. We observed that pro‐survival AKT pathway and autophagy were activated and pro‐apoptotic caspase pathway was reduced in attached portions of MA‐10 cells, illustrating the possible mechanism of drug resistance to cordycepin in MA‐10 cells. Thus, our observations are not unparalleled.

MAPKs pathway is essential in cancer progression, which could control cell differentiation, proliferation, and migration.^34^, ^35^ Studies have shown that the activation of MAPKs pathways is involved to the therapeutic resistance for various cancers.^49^, ^50^ We have found that cordycepin did induce the expressions of phosphor‐ERK and phosphor‐JNK in attached portion, but not in suspended portion, of MA‐10 cells. However, cordycepin at 1000 μmol/L significantly stimulated more expression of phosphor‐P38 in the suspended portion compared to the attached portion of MA‐10 cells. In this study, our observation that 100 uM cordycepin did not increase phosphor‐p38 expression in the attached portion of MA‐10 cells for survival, is different from our previous study that cordycepin stimulated phosphor‐p38 expression to induce apoptosis in MA‐10 cells.^24^ These findings imply that there are different populations in MA‐10 cells, and some of them (from the attached portion after 24 hr‐cordycepin treatment) could be resistant to cordycepin. Drug‐resistance to cordycepin in MA‐10 cells could be the upregulation of phosphor‐ERK and ‐JNK with down‐regulation of phosphor‐p38 in the attached portion of MA‐10 cells.

In conclusion, FoxO and ER stress signaling pathways are required for pro‐apoptotic phenomenon in MA‐10 cell death following cordycepin treatment, suggesting a potential therapeutic application in treating testicular cancer. However, drug resistance to cordycepin could occur, which could be the activation of AKT and MAPK pathways, especially up‐regulation of ERK and JNK and down‐regulation of p38, in MA‐10 cells.

## CONFLICT OF INTEREST

The authors have no conflict of interests.

## AUTHOR CONTRIBUTIONS

MMC and BSP contributed equally to this work. BMH conceived the project. MMC, BSP, and BMH designed the experiments, carried out the experiments, interpreted results, and wrote the manuscript. JYW helped with data interpretation and the manuscript editing.

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request.

# Supplementary material for: Cordycepin‐induced unfolded protein response‐dependent cell death, and AKT/MAPK‐mediated drug resistance in mouse testicular tumor cells
**Source:** Cancer Med. 2019 May 30;8(8):3949–64. doi: 10.1002/cam4.2285
**Supplement:** Supplementary file 1

**Table S1.** Chemicals and materials used in this study.

| Chemical / Material | Manufacturer^a^ | Catalogue No. |
| --- | --- | --- |
| 2-ME (2-Mercaptoethanol) | Alfa Aesar / Thermo Fisher Scientific | A15890 |
| Acrylamide/Bis-acrylamide, 30% solution | Sigma-Aldrich | A3574-100ML |
| Bovine serum albumin (BSA) | UniRegion BioTech | UR-BSA001-100G |
| Cisplatin | Sigma-Aldrich | P4394-25MG |
| Citric Acid | J. T. Baker | 0122-01 |
| Cordycepin | Sigma-Aldrich | C3394-25MG |
| DMSO | Sigma-Aldrich | D4540-500ML |
| ECL  (Immunobilon® chemiluminescent HRP substrate) detection kit | Millipore | WBKLS0500 |
| EDTA | Sigma-Aldrich | E5134-100G |
| EGTA | Merk | L808635342 |
| Ethanol | J.T.Baker | 8006-05 |
| Fetal bovine serum (FBS) | Gibco | 10437-028 |
| Glycine | J.T Baker | 4059-06 |
| HEPES [4-(2-hydroxyethyl)-1-piperazinee-thanesulfonic acid] | Sigma-Aldrich | H4034-100G |
| Hydrochloric acid (HCl) | Merck | K49418617738 |
| Methanol | DUKSAN | 62 |
| MTT [3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide] | Sigma-Aldrich | M5655 |
| Paraformaldehyde (PFA) | Merk | 1,04005.1000 |
| [Penicillin/Streptomycin](https://www.google.com.tw/search?q=Penicillin/Streptomycin&spell=1&sa=X&ved=0ahUKEwi7jNTY--rcAhVb_GEKHZwQC9AQkeECCCMoAA) | Simply | CC502-0100 |
| Potassium chloride (KCl) | Sigma-Aldrich | P5405-250G |

**Table S1.** Chemicals and materials used in this study (continued).

| Chemical / Material | Manufacturer^a^ | Catalogue No. |
| --- | --- | --- |
| Potassium dihydrogen phosphate (KH_2_PO_4_) | Sigma-Aldrich | P5655-100G |
| Propidium iodide (PI) | Sigma-Aldrich | P4170-25MG |
| Protease Inhibitor Cocktail | Sigma-Aldrich | P8340-1ML |
| Protein Asssay Dye | BioRad Laboratories | 5000006 |
| Sodium bicarbonate (NaHCO_3_) | Sigma-Aldrich | S5761-500G |
| Disodium hydrogen phosphate (Na_2_HPO_4_) | Sigma-Aldrich | S5136-100G |
| Sodium azide | Sigma-Aldrich | S2002-100G |
| Sodium chloride (NaCl) | Sigma-Aldrich | S6191-1KG |
| Sodium chloride (NaCl) | J.T Baker | 3624-05 |
| Sodium dodecyl sulfate (SDS) | SERVA | 20765.03 |
| Sodium hydroxide (NaOH) | Sigma-Aldrich | S2770 |
| Sodium orthovanadate | Sigma-Aldrich | S6508 |
| Sodium pyrophosphate | Riedel-de Haën | 30411 |
| Taxol | Sigma-Aldrich | T7402-5MG |
| TBE buffer (5x) | UniRegion Bio Tech | UR-TBEL |
| Tris base | J.T. Baker | 4109-06 |
| Tris HCl | J.T. Baker | 4103-02 |
| Triton X-100 (for cell lysate) | GERBU | 2000 |
| Trypsin-EDTA (0.5%, 10x) | Gibco / Thermo Fisher Scientific | 15400-054 |
| Tween 20 | PanReac AppliChem | 123412-1611 |

**Table S1.** Chemicals and materials used in this study (continued).

| Chemical / Material | Manufacturer^a^ | Catalogue No. |
| --- | --- | --- |
| Waymouth MB 752/1 medium | Sigma-Aldrich | W1625-1L |
| PVDF membrane (Polyvinylidence difluoride membrane; 0.45 micron pore size) | PALL Life Science | BSP0161 |

^a^ The headquarters locations of companies: **BD** (**Becton, Dickinson and Company),** Franklin Lakes, NJ, USA; **BioTnA**, Kaohsiung, Taiwan; **BDH laboratory Supplies**, Kampala, Uganda; **DUKSAN**, Ansan City, Kyunggi, Korea; **GeneDirex** , Taichung, Taiwan; **Gibco**, Grand Island, NY, USA; **GERBU Biotechnik GmbH,** Heidelberg, Germany; **J.T.Baker/Fisher Scientific UK Ltd**, Loughborough, UK; **Merck**, Darmstadt, Germany; **Millipore**, Billerica, MA, USA; **EMD Millipore**, Billerica, MA, USA; **PALL Corporation,** Port Washington, NY, USA; **PanReac AppliChem**, Iselin, NJ, USA; **PerkinElmer**, Waltham, Massachusetts, USA; **PEPROTech**, Rocky Hill, NJ, USA; **Riedel-de Haën/Honeywell**, Morristown, NJ, USA; **Thermo Fisher Scientific Inc.**, Waltham, Massachusetts, USA;  **UniRegion Biotech**, Taipei, Taiwan.

# Supplementary material for: Cordycepin‐induced unfolded protein response‐dependent cell death, and AKT/MAPK‐mediated drug resistance in mouse testicular tumor cells
**Source:** Cancer Med. 2019 May 30;8(8):3949–64. doi: 10.1002/cam4.2285
**Supplement:** Supplementary file 2

**Table S2.** Antibodies used in this study.

| Antibody | Manufacturer^a^ | Catalogue No. | Species/Clonality | Application^b^ |
| --- | --- | --- | --- | --- |
| **Primary Antibody** | | | | |
| AKT | Cell Signaling | #9272 | rabbit/polyclonal | WB |
| Phosphor-AKT (Ser473) | Cell Signaling | #9271 | rabbit/polyclonal | WB |
| ATF3 | Santa Cruz Biotechnology | sc-22978 | rabbit/polyclonal | WB |
| ATF4 | Cell Signaling | #11815 | rabbit/monoclonal | WB |
| ATF6β | ABGENT | AP5101b | rabbit/polyclonal | WB |
| β-actin | Sigma-Aldrich | A5441 | mouse/monoclonal | WB |
| CDK4 | Santa Cruz Biotechnology | sc-23896 | mouse/monoclonal | WB |
| CHOP | Santa Cruz Biotechnology | sc-7351 | mouse/monoclonal | WB |
| Cleaved-Caspase 3 | Cell Signaling, | #9661 | rabbit/polyclonal | WB |
| Cleaved-Caspase 12 | Cell Signaling | #2202 | rabbit/polyclonal | WB |
| ERK1/2 | Cell Signaling | #9102 | rabbit/polyclonal | WB |
| Phosphor-ERK1/2  (Thr202/Tyr204) | Cell Signaling | #9101 | rabbit/polyclonal | WB |
| Phosphor-FoxO1(Thr24) / FoxO3α (Thr32) / FoxO4(Thr28) | Cell Signaling | #2599 | rabbit/monoclonal | WB |
| IRE1α | Cell Signaling | #3294 | rabbit/polyclonal | WB |
| Phosphor-IRE1α (S724) | Abcam | Ab48187 | rabbit/polyclonal | WB |
| IRE2α | ABGENT | AP13469a | rabbit/polyclonal | WB |
| Phosphor-EIF2α (Ser51) | Cell Signaling | #3398 | rabbit/polyclonal | WB |
| JNK | Cell Signaling | #9252 | rabbit/polyclonal | WB |
| Phosphor-JNK (Thr183/Tyr185) | Cell Signaling | #9251 | rabbit/polyclonal | WB |
| LC3 I/II | Cell Signaling | #4108 | rabbit/polyclonal | WB |

**Table S2.** Antibodies used in this study (continued).

| Antibody | Manufacturer ^a^ | Catalogue No. | Species/Clonality | Application ^b^ |
| --- | --- | --- | --- | --- |
| **Primary Antibody** | | | | |
| p38 | Cell Signaling | #9212 | rabbit/polyclonal | WB |
| Phosphor-p38  (Thr180/Tyr182) | Cell Signaling | #9215 | rabbit/polyclonal | WB |
| IgG | Jackson ImmunoResearch | 005-000-003 | goat | Negative control |
|  |  | 011-000-003 | rabbit |  |
| mTOR | Cell Signaling | #2983 | rabbit/polyclonal | WB |
| Phosphor-mTOR (Ser2448) | Cell Signaling | #2971 | rabbit/polyclonal | WB |
| PARP | Cell Signaling | #9532 | rabbit/monoclonal | WB |
| PERK | Cell Signaling | #3192 | rabbit/monoclonal | WB |
| p15 | Santa Cruz Biotechnology | sc-612 | rabbit/polyclonal | WB |
| p27 | Cell Signaling | #3698 | rabbit/polyclonal | WB |
| XBP1 | ABGENT | AP5088C | rabbit/polyclonal | WB |
| **Secondary Antibody** ^b^ | | | | |
| Anti-mouse IgG HRP-conjugated | PerkinElmer | NEF82200-1EA | Goat | WB |
| Anti-rabbit IgG HRP-coniugated | PerkinElmer | NEF81200-1EA | Goat | WB |

^a^ The headquarters locations of companies: **Abcam**, Cambridge, UK; **ABGENT**, San Diego, USA; **Cell Signaling**, Beverly, MA, USA; **GeneTex**, Irvine, CA, USA; **Invitrogen**, Waltham, MA, USA; **Jackson ImmunoResearch**, West Grove, PA, USA; **Oncogene Science**, San Diego, CA, USA; **PerkinElmer**, Waltham, Massachusetts, USA; **Proteintech**, Rosemont, IL, USA ; **Santa Cruz Biotechnology**, Santa Cruz, CA, USA; **Sigma-Aldrich**, St. Louis, MO, USA.

^b^ WB, western blot analysis; HRP, horseradish peroxidase.

How the deposited data were processed for this re-analysis (not part of the article)

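Total RNA from MA-10 cells treated with 100 μmol/L cordycepin or vehicle for 3 hours was measured on 4 Mouse OneArray one-colour arrays, 2 per group, at 26423 mouse probes each. The raw intensities were deposited by the authors as whole numbers from which a background had been subtracted, with a few values below 0, and the scanner software is not named. The normalized intensities were deposited by the authors as the raw intensities times 1 constant per array. Those constants brought the medians of the cordycepin arrays together but set the control arrays further apart, and the paper's text does not name the method. The detection p-values were deposited by the authors for each probe and array. The authors also gave a score per spot, which takes 1 of 2 values and whose meaning is not stated. The authors further deposited, for each probe, a log2 ratio of cordycepin over control and a p-value of that comparison. The paper says that normalized intensities were turned into log2 ratios, but the deposited ratio departs from the ratio of the deposited normalized intensities, and no step that would account for this was found in the paper. The paper lists Student's test, analysis of variance and the least significant difference test for the whole study without saying which was used for the arrays. That ratio and that p-value were used here only for comparison. The normalized intensities of the series table equalled those of the annotated table to within 1.14e-13.

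The log2 of the normalized intensity was compared between the groups in R 4.3.3 with limma 3.58.1 (lmFit and eBayes at their defaults), with p-values adjusted by the Benjamini-Hochberg method over 24319 probes with a value above 0 on every array. The remaining 2104 probes were left out. A probe was called at an adjusted p under 0.05, and the study's thresholds, a log2 ratio of at least 1 in size with an unadjusted p under 0.05, were counted separately. The variance was pooled completely (prior degrees of freedom infinite). Of the probes, 22553 carried 1 gene symbol, 237 carried several and 3633 carried none, and only those with 1 symbol entered the tables of genes. Of 18478 genes, 2193 had several probes, of which the brightest was taken, and 4 had probes called in both directions. A reference table paired 18197 genes with their current symbols, and symbols are given as on the array. A probe counted as detected at a detection p under 0.05. Where neither array of a group detected it, the fold was computed with that group's values raised to the lowest detected intensity of each array and is given as a lower bound. Where neither group detected it on any array, no fold is given. The fit was tested on simulated data of cordycepin against control with 24319 probes. With the array shifts and the noise of the brighter probes, which gave a standard error of 0.249 against 0.407 in the real fit, 92 of 100 probes changed by a log2 of 1 and 100 of 100 changed by a log2 of 2 were recovered, with 0 false calls. Without those shifts (standard error 0.0956), 100 of 100 were recovered at both sizes, with 5 false calls. A simulation added after the data were seen had noise set to give a standard error of 0.406. There, 4 of 100 were recovered at a log2 of 1 and 97 of 100 at a log2 of 2, with 0 false calls. Most changes of a log2 of 1 would thus be missed in the real fit where few probes change. In each simulation the noise had the same spread for every probe. The counts of false calls therefore do not cover probes whose duplicates lie far apart.

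The 30 gene lists covered the pathways that the study reports, stress and growth responses, Leydig cell functions, the known actions of adenosine analogs, broad gene classes and the markers of other cell types of the testis. The proteasome, ribosomal protein, oxidative phosphorylation, zinc finger and histone lists were drawn by patterns in the gene symbols. They were tested by the number of members called, over all probes and over the list alone, by limma's camera with an inter-gene correlation of 0.01 or with one estimated from the arrays, and by a one-sided Fisher's exact test of the genes at the study's thresholds. The p-values of each test were adjusted over the lists. Of the lists, 17 passed camera with the preset correlation, 13 toward lower and 4 toward higher, and 0 with the estimated correlation, which ran from 0.47 to 0.93. Those correlations take in the shift that all probes of an array share. With arrays centred on all probes, 0 lists passed camera as well (lowest adjusted p = 0.38). There the estimated correlation of the PI3K, Akt and mTOR list was 0.018, close to the preset 0.01, yet its adjusted p was 0.38. With an estimated correlation, camera has only the few residual degrees of freedom that 4 arrays leave. It could hardly pass any list and cannot tell the lists apart. The exact test passed 11 lists over all genes and 6 over the 11283 genes detected on both arrays of at least 1 group. The genes named in the text were those that the paper names in its array results or draws in Figure 2, those legible in Figure 1C, the 12 largest increases and the 12 largest decreases among filtered called genes, and the strongest members of each list. The filter kept genes above the median brightness with both cordycepin arrays on the same side of both control arrays, and left out clone names. They came to 153 genes, of which 109 were lower and 15 were higher. The lists, this rule, the tests and the alternatives were set before the data were examined, while Figures 1 and 2 of the paper had been seen. Lists that hold genes of those figures, or cover pathways that the paper reports, are therefore in part not independent of these data.

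The alternatives were raw intensities with quantile normalization, without scaling or scaled to 1 median, arrays centred on all probes or on the ribosomal protein genes, the methods' Student's test, limma with trend and robust estimation, the probes above the median brightness, each array left out in turn, the median of a gene's probes, an estimated correlation, and the fold threshold with an adjusted p or with no test. A background correction of the raw intensities was not applied, since a background had already been subtracted. Cyclic loess, probes detected on both arrays of a group, probes without a mark in the score, and centring together with an estimated correlation were added after the data were seen. With 2 arrays per group, no test of outlying arrays and no other grouping of the arrays was run. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.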

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

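The test with cyclic loess was chosen only after the result was seen. Of the gene lists that the paper does not discuss, 9 passed camera with the preset correlation, and none of them passed with a correlation estimated from the arrays (adjusted p = 0.98 for each). No list of any kind passed with that correlation, so it does not weigh against these lists in particular. The median log2 ratio was -1.70 for the immediate early genes, -1.46 for the C2H2 zinc finger genes, -1.04 for TGF-beta and BMP signaling, -0.97 for the snoRNA host genes and -0.70 for the cleavage and polyadenylation machinery. With the members detected in no group left out (10, 68, 4, 1 and 1) and those below detection in 1 group set at their bound (3, 69, 5, 1 and 2), the medians of the members that remained were -2.23, -1.34, -1.02, -1.10 and -0.85. The adjusted p from limma's camera was 8.2e-25, 2.1e-30, 5.0e-08, 0.015 and 0.0048 in the same order. The immediate early, the TGF-beta and BMP and the snoRNA host lists hold genes drawn in Figure 1C. Their values are therefore in part not independent of these data. The snoRNA host genes passed under 3 of 10 alternatives with the preset correlation and under none of the other scalings, and the polyadenylation list no longer passed among the brighter or among the detected probes (highest adjusted p over the alternatives 0.74 and 0.27). The lists that passed toward higher had medians of 0.28 for the cytoplasmic ribosomal proteins, 0.26 for oxidative phosphorylation, 0.13 for the replication-dependent histone genes and 0.0613 for the proteasome subunits, against -0.13 for all genes. Their adjusted p was 6.1e-04, 3.1e-05, 0.025 and 0.025, no member of them was called either way by limma, and their medians depended on the scaling. They were 0.62, 0.60, 0.47 and 0.40 with arrays centred on all probes, where 32, 51, 13 and 16 members were higher, 0.69, 0.40, 0.53 and 0.08 with quantile-normalized raw intensities, and -0.08, -0.09, -0.23 and -0.29 with ribosomal protein centring, which sets the first near 0 by design. The median of all genes moved as well, to 0.207, 0.125 and -0.485 in the same order. The proteasome list no longer passed with quantile-normalized raw intensities, ribosomal protein centring or cyclic loess (highest adjusted p over the alternatives 0.38).

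More probes were lower than higher at the study's thresholds, 3553 against 366. Under 4 other scalings of the arrays the ratio of lower to higher probes was at least 2.55, among the probes above the median brightness it was 32.5, and without any 1 array it was at least 1.86, the lowest without control array H001, which argues against the authors' scaling, dim probes or a single array as the whole cause. At an adjusted p under 0.05, however, the excess was reversed with quantile-normalized raw intensities, 5253 higher against 3765 lower, and with arrays centred on all probes, 4974 against 4270, so at that threshold its direction depends on the scaling. A fall of all mRNA cannot be read from one-colour arrays scaled in this way and stays open. A candidate explanation, as a hypothesis, is the loss of short-lived transcripts while new polyadenylated RNA is not made, since the median of the immediate early list minus that of the ribosomal protein list was -1.98, although a drug effect on the transcription of these genes alone could give the same value. The immediate early list also holds genes drawn in Figure 1C, which had been seen, so that value is in part not independent of these data.

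The immediate early and the zinc finger lists might also have been lower because the groups differed by brightness, as the median log2 ratio of the probes was -0.57 in the bin of intermediate brightness with the lowest median and -0.07 among the brightest. After cyclic loess, which removes such a trend, the medians were -1.46 for the immediate early list and -1.15 for the zinc finger list, and the larger camera adjusted p of both was 2.6e-06 with the preset correlation. With an estimated correlation neither list passed (adjusted p = 0.98 for each, and 0.38 for each with centring). No other list passed in either setting, so that test cannot decide the question. The medians that remained after the trend was removed argue against a trend with brightness as the whole cause. No other biological explanation was tested.

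The 12 largest increases were taken among called genes above the median brightness, with both cordycepin arrays above both control arrays. Clone names were left out. Called genes outside this filter, such as Bcl2, are not counted among them. The paper names none of the 12. Of these, 5 had control arrays over 4-fold apart, and their log2 ratios were lower without control array H001. The log2 ratio of Chek2 was 3.88 and 0.28 without H001. That of Zfp352 was 3.13 and 0.30 without H001, that of Creld1 was 3.04 and 0.20 without H001, and that of Lcmt1 was 1.82 and 0.50 without H001. On control arrays H001 and H002 and cordycepin arrays H003 and H004, the intensities of Zfp352 were 8.01, 403, 513 and 483, those of Creld1 13.7, 708, 868 and 756, and those of Lcmt1 240, 1514, 2219 and 2057. Slc7a13 had a log2 ratio of 2.03, and 0.73 without H001, where it still passed, with intensities of 10.3, 63.0, 103 and 105 in the same order. The other increases were those of Rnu11 with a log2 ratio of 3.15, Zfp389 with 2.51, Hyal3 with 2.01, Ovgp1 with 1.81 and AA415398 with 1.70. Zfp389 was detected on 1 of the 2 control arrays. Ovgp1 lost its call without cordycepin array H003, and AA415398 lost it without either cordycepin array. Hacl1 was at least 3.28-fold higher. Phxr4 was at least 2.82-fold higher, was detected on 1 of the 2 cordycepin arrays and lost its call without either of them.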

How the results depend on the processing

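The alternatives with cyclic loess, detected probes, unmarked spots and centring with an estimated correlation were chosen only after the result was seen. Main values were 290 higher and 3152 lower probes at an adjusted p under 0.05, and 366 higher and 3553 lower at the study's thresholds. With quantile-normalized raw intensities, 5253 probes were higher at an adjusted p under 0.05, and 817 were higher and 2085 lower at the study's thresholds. With raw intensities scaled to 1 median and with arrays centred on all probes, which give the same values, 4974 probes were higher at an adjusted p and 817 at the thresholds. With ribosomal protein centring, 10612 probes were lower at an adjusted p and 107 higher at the thresholds. Centring moves every log2 ratio by the same amount. With centring on all probes, that of Myc moved from -5.27 to -4.94 and that of Ccnd1 from 0.07 to 0.41. With ribosomal protein centring they moved to -5.63 and -0.28. For quantile normalization, the cause of the shift was not tested. With centring on all probes the lower probes at an adjusted p also rose, to 4270, and the prior degrees of freedom of limma fell from infinite to 1.91. With the methods' t-test, 0 probes were higher and 0 lower after adjustment (222 and 2946 at an unadjusted p under 0.05), and 133 were higher at the thresholds. Among the probes above the median brightness, 104 were higher at an adjusted p and 86 at the thresholds, with fewer probes tested. With cyclic loess, 2731 were higher at an adjusted p, and the cause was not tested. Among detected probes, 153 and 117 were higher in the same order, and among probes with unmarked spots 164 were higher at the thresholds, again with fewer probes tested. Leaving out 1 array gave 77 to 2183 higher and 1548 to 6569 lower probes at an adjusted p, and 229 to 1406 higher and 2614 to 4838 lower probes at the thresholds, with the lone array assumed to vary like the other group. The extremes were 2183 and 1406 higher without control array H001, 6569 and 4838 lower and 229 higher without control array H002, 77 higher without cordycepin array H003 and 1548 lower without cordycepin array H004. Under every alternative with a value, more probes were lower than higher at the thresholds.

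Members lower in the G1/S, PERK and ATF4, and IRE1, XBP1 and ATF6 lists were 17, 12 and 6, but 29, 20 and 12 with ribosomal protein centring. They were 0, 0 and 0 with the methods' t-test after adjustment, which passed no probe at all. The IRE1, XBP1 and ATF6 list had 3 to 9 lower members with 1 array left out, 3 without either cordycepin array. The camera adjusted p of the G1/S list and of the PERK and ATF4 list passed under the 10 alternatives with a preset correlation, but was 0.98 with an estimated correlation and 0.38 with centring and an estimated correlation, for each list. None of the other lists passed with an estimated correlation either. Rb1 and Map2k1 turned from lower ratios that did not pass to higher ones that passed with quantile normalization, at log2 ratios of 0.37 and 0.50, and the cause was not tested. A change of sign where neither value passed was not counted as a reversal. Of the named genes, 137 kept their direction and side of the threshold with centring on all probes, 122 without cordycepin array H003, 125 without H004 and 29 with the methods' t-test. A call was lost for 31 genes without H003 and for 28 without H004. No paired analysis was possible because nothing pairs the control with the cordycepin arrays. Of the probes tested, 10326 were detected on no array, so that a change in them could not be sized.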

Differences from the paper's values

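No test in this part was chosen only after the result was seen, apart from the counts with cyclic loess, with detected probes and with unmarked spots. The paper's number of genes down-regulated beyond its fold threshold is 1966, and 3196 distinct symbols were lower here at the same thresholds, a log2 ratio of at most -1 and an unadjusted p under 0.05. With the ratio and the p-value of the authors' deposited table at these thresholds, without the filter used here, the count was 1965. Among the alternatives set before the data were examined, the count was within 1.5 times the paper's with quantile-normalized raw intensities (1894), with raw intensities scaled to 1 median or arrays centred on all probes (2212 each), with the methods' t-test (2472), with the probes above the median brightness (2591), without control array H001 (2384), without cordycepin array H003 (2700) and without cordycepin array H004 (2569). It was not with unscaled raw intensities (3082), with ribosomal protein centring (4549), with trend and robust estimation (3098) or without control array H002 (4253). With cyclic loess, chosen after seeing the values, it was 2311, and 13 of the 2129 probes that the authors' deposited table calls lower and that were tested here were dropped. With detected probes alone, also chosen after seeing the values, it was 2841, and 133 of the 2129 were dropped. With unmarked spots alone, chosen after seeing the values, it was 2951, which is not within 1.5 times. Of those 2129 probes, 2122 were lower here at an adjusted p under 0.05, and of the 398 tested probes that the authors' table calls higher, 111 were higher here.

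The heat map in Fig. 1C draws a block of 23 legible genes as higher in cordycepin than in the control. Here their log2 ratios ran from -2.02 to -0.94, and 20 were lower at an adjusted p under 0.05 from limma. The log2 ratio in the authors' deposited table was also below 0 for 23 of the 23. For the other block, all 21 legible genes drawn as higher in the control were lower in cordycepin here, as were the genes that the paper names as decreased in the G1/S pathway. The paper chose these genes from the same arrays, so their direction here gives no independent support.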

Other observations

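The test of the heat map colours was chosen only after the result was seen. Of 33 genes of TGF-beta and BMP signaling, 16 were lower and 0 were higher at an adjusted p under 0.05 from limma (18 lower and 1 higher when adjusted over the list alone), against 19 and 4 with arrays centred on all probes and 16 and 7 with quantile-normalized raw intensities. The lower members include Tgif1, a transcriptional corepressor, with a log2 ratio of -3.75, and Id2, with one of -2.02. Of 37 MAP kinases and their feedback regulators, 16 were lower and 0 were higher (17 lower when adjusted over the list alone, 17 and 2 with centring, 15 and 5 with quantile normalization), among them Spry2, an inhibitor of growth factor signaling, at least 5.41-fold lower. Mapk14, the gene of p38, had a log2 ratio of -1.31, but its call was lost without either cordycepin array. Of the lower members of this list, 14 were detected on both arrays of a group, as were 15 of the lower members of the TGF-beta and BMP list. The MAP kinase list passed camera (adjusted p = 1.3e-04), but not with an estimated correlation (adjusted p = 0.98), with which no list passed. Of 34 genes of cleavage and polyadenylation, 13 were lower and 0 were higher (15 lower when adjusted over the list alone, 17 and 7 with centring, 13 and 7 with quantile normalization), 12 of the lower ones detected on both arrays of a group, including Papolg, a poly(A) polymerase, at least 11.6-fold lower, and Clp1, with a log2 ratio of -3.71. Of 7 snoRNA host genes, 3 were lower and 0 were higher (4 lower when adjusted over the list alone, 3 and 1 with centring, 4 and 1 with quantile normalization), with Snhg8 at least 6.67-fold lower. Of 37 proteasome subunits and 31 replication-dependent histone genes, 0 were lower and 0 were higher in limma. With arrays centred on all probes, 16 of the former and 13 of the latter were higher, and 3 of the latter were lower. With quantile normalization, 7 and 17 were higher, and 2 and 3 were lower.

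Of 23 genes of steroidogenesis and Leydig identity, 6 were lower and 0 were higher (9 lower when adjusted over the list alone, 8 and 2 with centring, 9 and 2 with quantile normalization). The transcription factor genes Gata6 and Gata4 had log2 ratios of -3.53 and -1.61, and Nr5a1, the gene of steroidogenic factor, had one of -1.13, the last a call that was lost without control array H001 and without either cordycepin array, as was that of Gata4 without either cordycepin array. Of 26 genes of cholesterol synthesis and uptake, 5 were lower and 0 were higher (6 and 6 with centring and with quantile normalization), including Insig1, with a log2 ratio of -2.15. Of 23 NF-kappaB targets, 6 were lower and 0 were higher (9 and 4 with centring, 8 and 3 with quantile normalization), including Csf1, with a log2 ratio of -3.20. Of 20 NRF2 targets, 4 were lower and 0 were higher (7 and 6 with centring and with quantile normalization), including Osgin1 at -3.32 and Nfe2l2, the gene of NRF2 itself, at -2.89. Of 17 glycolysis genes, 2 were lower and 0 were higher (3 and 7 with centring, 2 and 3 with quantile normalization), namely Pfkfb3 at -1.99 and Hk2 at -1.46, the latter detected on 1 of the 2 cordycepin arrays and lost without either of them. Of 24 genes of adenosine uptake, metabolism and receptors, 5 were lower and 1 was higher (6 and 8 with centring, 6 and 7 with quantile normalization). Slc29a2, an equilibrative nucleoside transporter, had a log2 ratio of -2.82, while Adora2b and the higher member, Ampd1, were not well above background in either group. Of the called members of this list, 3 were not detected on both arrays of either group, which leaves 3 lower and 0 higher. The numbers over each of these last 5 lists alone were the same. None of these 6 lists passed camera (adjusted p = 0.27, 0.53, 0.38, 0.59, 0.79 and 0.81), although the steroidogenesis list passed with quantile-normalized raw intensities, with an adjusted p of 0.047 against 0.80 at most over the alternatives. With arrays centred on all probes, the medians of these lists were 0.14, 0.04, 0.09, 0.25, 0.37 and 0.13, against -0.20, -0.30, -0.25, -0.09, 0.03 and -0.21 in the values as given. The median of all genes was 0.21 with this centring, against -0.13 as given.

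Markers of other cells of the testis were measured as a check for other RNA. Of 10 Sertoli cell markers, 11 macrophage markers, 10 endothelial markers and 10 germ cell markers, 4, 3, 4 and 3 were detected on all 4 arrays. The brightest member of each list, in the same order, had a mean control intensity of 19990 (Rhox5), 112 (Cd68), 2688 (Sox18) and 2561 (Kit). Neither levels nor changes with cordycepin can tell expression in MA-10 cells from RNA of other cells, so the check stays undecided. Sox9 among the Sertoli cell markers was at least 3.65-fold lower, Cd14 among the macrophage markers had a log2 ratio of -1.10 that was lost without either cordycepin array and when adjusted over the list alone, and Sox18 among the endothelial markers had one of -4.17. With centring, 2, 3, 2 and 0 of the markers were higher and 1, 1, 1 and 0 lower, and with quantile normalization 3, 4, 1 and 0 were higher and 1, 1, 2 and 1 lower. No germ cell marker was called in the values as given, and none of the 4 lists passed camera (adjusted p = 0.997, 0.49, 0.64 and 0.41).

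The log2 ratio in the authors' deposited table correlated with the one computed here at r = 0.917 across probes, which are not independent replicates. In the bin of intermediate brightness where the median log2 ratio here was -0.57, the median of the authors' ratio was 0.05, although the paper says that its log2 ratios come from normalized intensities, and why the deposited ratio departs from the one computed here is not known. The genes drawn as higher in cordycepin in Fig. 1C had lower intensities there. Colours centred on the genes drawn rather than on the control would need each of these genes to have a higher ratio than each gene drawn as higher in the control. This was so for 23 of the 23 genes, but their ratios had been seen before the comparison was made, so it gives no support to that reading, and how the colours were assigned stays open.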
